# Comparative transcriptomic analyses of thymocytes using 10x Genomics and Parse scRNA-seq technologies

**DOI:** 10.1186/s12864-024-10976-x

**Published:** 2024-11-11

**Authors:** Igor Filippov, Chinna Susan Philip, Leif Schauser, Pärt Peterson

**Keywords:** Transcriptomics, 10x, Parse, scRNA-seq, Thymus

## Abstract

**Background:**

Single-cell RNA sequencing experiments commonly use 10x Genomics (10x) kits due to their high-throughput capacity and standardized protocols. Recently, Parse Biosciences (Parse) introduced an alternative technology that uses multiple in-situ barcoding rounds within standard 96-well plates. Parse enables the analysis of more cells from multiple samples in a single run without the need for additional reagents or specialized microfluidics equipment. To evaluate the performance of both platforms, we conducted a benchmark study using biological and technical replicates of mouse thymus as a complex immune tissue.

**Results:**

We found that Parse detected nearly twice the number of genes compared to 10x, with each platform detecting a distinct set of genes. The comparison of multiplexed samples generated from 10x and Parse techniques showed 10x data to have lower technical variability and more precise annotation of biological states in the thymus compared to Parse.

**Conclusion:**

Our results provide a comprehensive comparison of the suitability of both single-cell platforms for immunological studies.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-024-10976-x.

## Background

Single-cell RNA sequencing (scRNA-seq) has become an integral tool in immunology research as it enables studying the dynamics of various immune cell populations at high resolution [1]. In less than a decade, the exponential development in the field of scRNA-seq has streamlined multiple workflows with the possibility to analyze more than a million cells in the same kit with higher cell yields, higher sensitivity, straightforward and quicker workflows, and lesser instrumentation. These advancements in technology have promoted deeper understanding in numerous immune landscapes including thymic organogenesis and cellular development [2–4], cellular heterogeneity [5–7], ageing and diseased conditions [8–10], as well as the generation of large informative atlases [2, 11] in both mice and humans revealing potential clinical applications.

Among several scRNA-seq technologies, 10x Genomics (10x) is currently the de-facto leading platform providing a standardized way of processing individual cells with microfluidics benchtop equipment. 10x uses emulsion-based kits wherein individual cells are captured in water-in-oil emulsion droplets. 10x facilitates multi-omics studies, enabling simultaneous measurements of the immune receptors and cell surface proteins. Nevertheless, large-scale studies remain challenging due to the high reagent costs and substantial batch effects [12]. To overcome these challenges, experiments with multiple samples often use multiplexing techniques such as oligo-conjugated antibodies or lipids, which allow barcoding sample-specific cells [13].

Recently, Parse Biosciences developed an alternative scRNA-seq assay that relies on split-pool combinatorial indexing instead of microfluidics equipment [14]. Here, cells are fixed and permeabilized to facilitate the intracellular indexing. This is followed by four rounds of barcoding wherein transcripts are labelled with well-specific barcodes to ensure that each cell has a unique label consisting of a random combination of the four barcodes. Parse kits allow experiments with up to 96 samples without using molecular hashtags and enable scaling up to a million cells in a single run.

The wide use of scRNA-seq technologies has brought forth numerous challenges during cell processing as well as data analysis. Issues associated with cell processing include low cell numbers, low purity, and low target cell recovery which depends on various factors such as tissue type, cell type, dissociation method, and kit used. There are different approaches to analysis of scRNA-seq data and tricky issues have been raised at each stage from quality control to expression analysis irrespective of the approach. During quality control, one of the major challenges is dropouts wherein a gene is moderately or highly expressed in one cell but not detected in another cell [15]. However, this has been shown to be similar for both 10x and Parse [16]. Another challenge is background noise due to the presence of ambient RNA or barcode swapping [17]. Ambient RNA is majorly present in droplet-based technology and can be described as the mRNA released in cell suspension from damaged or dying cells which contaminates the true cellular gene transcripts [18]. Barcode swapping, on the other hand, is predominant in plate-based technology and involves mislabeling of gene transcripts with free floating barcodes [19]. Ambient RNA removal is essential to ensure accurate identification of cell types and to avoid biological misinterpretation of scRNA-seq data.

Several studies have recently comprehensively compared multiple scRNA-seq technologies including 10x and Parse kits in terms of cell processing and data analysis [16, 20–22]. However, most of these studies use human PBMCs or cell lines for comparison between technologies. Additional challenges to processing and sequencing single-cell transcriptomes are posed while working with immunological organs because of their cellular complexity and several differentiation and activation stages of the cells. One of these complex organs is the thymus, where T cells differentiate, starting from the double-negative CD4^−^CD8^−^ stage and progressing through double-positive CD4^+^CD8^+^ towards the single-positive CD4^+^ or CD8^+^ stage [23, 24]. Thymocytes are sensitive to apoptotic cell signals, and a large number of cells that fail the negative and positive selection are removed through apoptosis during normal differentiation [25]. Therefore, processing and analyzing scRNA-seq data requires vigilance to preserve and identify fragile populations.

In this study, we investigated the performance of 10x and Parse scRNA-seq methods on the thymus as an immune organ with a well-established cellular composition. We applied these methods to the thymus isolated from two age- and sex-matched C57BL/6N mice to assess their performance for cell processing as well as downstream data analysis by analyzing their ability to capture relevant cell states at a transcriptomic level. In addition, we included technical replicates to measure the degree of reproducibility of the single-cell experiments. To our knowledge, we present the first comprehensive benchmark evaluation of multiplexed commercial scRNA-seq solutions in a primary immune organ.

## Results

### Experiment design and data generation

Many studies have explored the heterogeneity of thymic populations using single-cell technology and provided a comprehensive outline of the distinct cell types and marker genes by sorting out specific thymocyte populations [11, 26–28]. We, therefore, used mouse thymus as a model tissue to study the performance of the 10x and Parse platforms and compare their quality control metrics in capturing single-cell transcriptome.

To this end, we used thymi isolated from two female C57BL/6N mice aged two months. The thymic lobes from each mouse (biological replicates A and B) were separated and considered as two technical replicates (replicate 1 and 2). After enzymatic digestion, the four thymic samples were divided and processed separately by 10x and Parse kits (Fig. 1). Hereafter, we refer to the 10x samples as 10x_A_1, 10x_A_2, 10x_B_1, and 10x_B_2. Similarly, Parse samples were designated as parse_A_1, parse_A_2, parse_B_1, and parse_B_2. The 10x samples were further labelled using cell hashing and subsequently processed using the 10x microfluidics device. The Parse samples were first processed with the cell fixation kit and the cells barcodes were added using the split-pool barcoding. 

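In split-pool barcoding, the cells of each sample enter their own wells in the first barcoding round and are then pooled and split over new wells, so that the combination of well barcodes identifies a cell and the first-round well identifies its sample. The Parse whole transcriptome (WT) library was built from 20 samples and sequenced as 9 sublibraries, and the 4 thymic samples, 2 lobes from each of 2 mice, are analysed here. The deposited tables name these samples by number only, and they are called Parse samples 1 to 4. Their match to parse_A_1, parse_A_2, parse_B_1 and parse_B_2, in that order, rests only on the heights of the bars in Fig. 2A, so no value depends on which mouse a sample came from. The authors mapped the reads with split-pipe to mm10 from Ensembl, collapsed them to unique molecular identifiers (UMIs) and combined the sublibraries into 1 table of UMI counts per cell and gene, without normalization. The split-pipe version and the Ensembl release are not given in the sources used here. Every barcode in the table was taken as a cell. Parse samples 1 to 4 held 30450786, 106413422, 73976900 and 124106974 UMIs, and each UMI rested on 3.64 ± 0.0744 mapped reads (SD, n = 4 samples). Gene positions are those of GENCODE M21 on GRCm38 (mm10), in which 91.3% of the 57010 listed gene identifiers were found. Further steps started from the UMI counts and followed the study's methods where they state a setting. Exceptions include the doublet caller, which was rebuilt, and SCTransform, which was not set to use glmGamPoi as in the study. Values are given per sample or as mean ± SD over the 4 samples. Cells were not taken as replicates, and with 1 lobe against 1 lobe within a mouse no test between samples was possible. Intervals printed with shares of cells are 95% exact (Clopper-Pearson) intervals and cover counting error only. They are given for some shares only, of 1 sample, 1 well or cells pooled over the 4 samples. The 10x libraries were not analysed here.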

We aimed to collect ∼3,000 cells for 10x per sample and 5,000 cells for Parse. Accordingly, we loaded ~ 5,100 cells per sample for 10x and ~ 19,200 cells for Parse. After sequencing, we recovered on average 3,477 cells per sample for 10x with negligible inter-sample variability and a recovery rate of 56.5% (Fig. 2A, Tables 1, S1, S2). Interestingly, we recovered on average 10,460 cells per Parse sample with high inter-sample variability and a recovery rate of 54.4% compared to the expected ~ 5,000 cells per sample (Fig. 2A, Tables 1, S1, S2). Thus, 10x showed higher cell capture efficiency and lower inter-sample variability.

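Parse samples 1 to 4 held 4178, 12490, 10093 and 15077 cells, a mean of 10460 ± 4656 (SD, n = 4 samples). The coefficient of variation was 44.5%, and the largest sample held 3.61 times as many cells as the smallest. With 19230 cells loaded per sample, 21.7%, 65.0%, 52.5% and 78.4% of the loaded cells were recovered, a mean of 54.4% ± 24.2. Counting only cells that passed the study's quality control lowered the mean to 9842 cells, and leaving out each sample in turn gave means between 8920.3 and 12553. The 16 other samples of the same library held between 2109 and 8406 cells, with a median of 5542.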

**Fig. 1:**
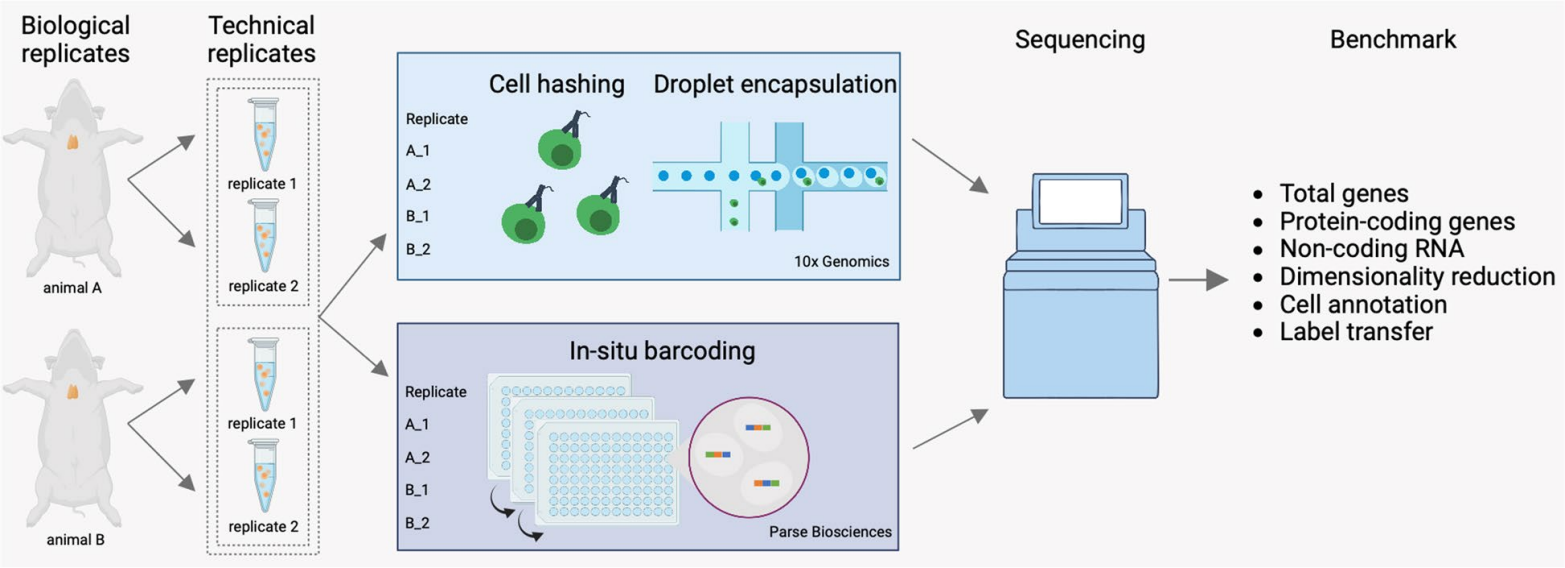
The experiment design. Thymi from two mice were divided into two technical replicates each. The resulting four samples were further divided between 10x and Parse workflows

**Fig. 2:**
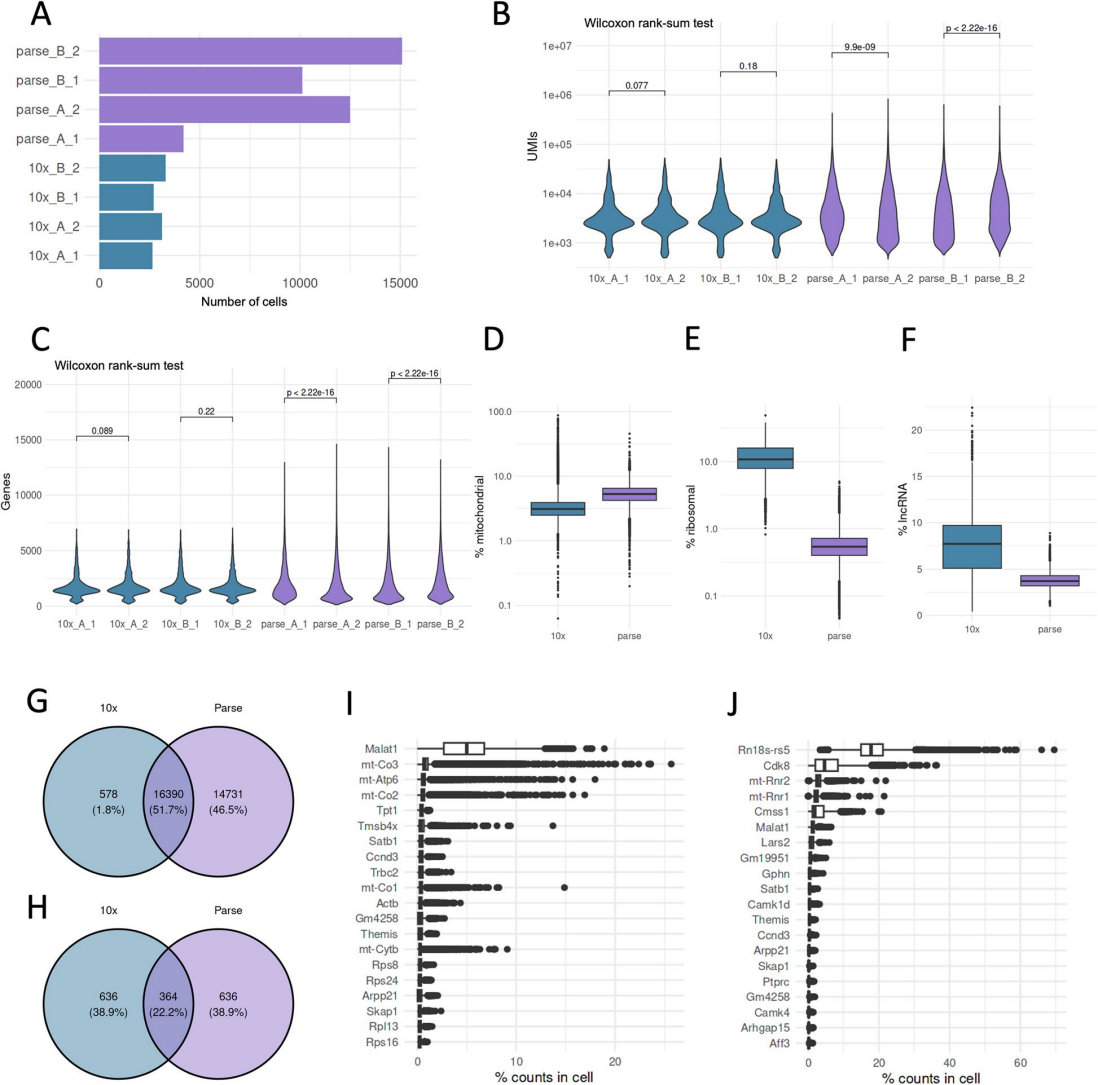
Cell recovery and gene detection. **A** Number of cells recovered from each replicate, (**B**) UMI counts/cell for each sample, (**C**) Genes detected/cell in each sample, (**D**) Percentage of expression mapped to mitochondrial genes, (**E**) Percentage of expression mapped to ribosomal genes, (**F**) Percentage of expression mapped to long non-coding RNA genes, (**G**) Top expressed genes in 10x library, (**H**) Top expressed genes in Parse library, (**I**) Overlap of all genes detected in both libraries, (**J**) Overlap of top 1000 expressed genes in both libraries

**Table 1:** Sequencing statistics for 10x and Parse libraries

	Parse	10x
Cell recovery rate	54.4%	56.5%
Mean reads/cell	42,299	45,959
Sequencing saturation	71.2%	83.8%
Median UMIs/cell	3,128	2,998
Median genes/cell	1,355	1,570
cDNA > Q30	90.8%	91%
Total genes detected	31,121	16,968

### 10x and Parse show disparities in quality control measures

After demultiplexing the 10x data (Figure S1A), we examined the distributions of UMI and detected gene counts in each cell, as these are often used as quality control metrics in scRNA-seq data analysis. We analyzed the gene expression matrices using the *CellRanger* and *split-pipe* pipelines for 10x and Parse data, respectively. 

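In the 4 Parse samples, the median number of UMIs per cell was 3646, 3227, 3242 and 4263, a mean of 3595 ± 486 (SD, n = 4 samples). The median number of genes per cell was 1622, 1364, 1348 and 1661, a mean of 1499 ± 166. Over all 128624 cells of the 20-sample Parse library the medians were 3128 UMIs and 1355 genes, whereas over the 41838 cells of the 4 thymic samples they were 3632 UMIs and 1498 genes. Ribosomal RNA made up a large part of these UMIs. Without Rn18s-rs5, mt-Rnr1 and mt-Rnr2, which took 22.6% ± 4.29 of the UMIs of a cell, the mean of the sample medians was 2812 UMIs. At an equal depth of 1000 UMIs per cell, cells with fewer UMIs left out (290, 1227, 1010 and 672 cells), the median number of genes was 626 in Parse sample 1 and 537, 540 and 541 in samples 2 to 4. Mapped reads per cell, as the authors' table counts them, averaged 28570 ± 2666 over the 4 samples and 21804 over the whole library.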

The data from both assays contained a comparable number of UMIs and genes per cell. However, we noted that Parse UMI and gene distributions had longer tails in the violin plot compared to 10x data, which indicated more outlier cells with high gene expression counts (Fig. 2B, C). 

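In the Parse samples, the 99th percentile of UMIs per cell lay between 53729 and 84569 and was 14.7, 26.2, 20.6 and 13.7 times the sample's median, a mean of 18.8 ± 5.80 (SD, n = 4 samples). For genes per cell the same ratio was 5.07 ± 0.824. The cells with the most UMIs held 427299, 828462, 637042 and 596517 UMIs. Cells above 25,000 UMIs, the study's upper limit in quality control, made up 5.61% ± 0.711 of a sample.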

We further checked whether these metrics significantly differed between the technical replicates in each dataset. Interestingly, 10x technical replicates were not different in the number of UMIs and genes detected in cells, whereas Parse showed a significant difference in technical replicates.

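Between Parse samples 1 and 2 the median number of UMIs per cell fell by 419 and between samples 3 and 4 it rose by 1021, and these pairs are lobes of 1 mouse only if the order of Fig. 2A holds. Without ribosomal RNA genes the first difference became a fall by 683 and the second a rise of 956. The largest ratio between 2 samples was 1.32. Each sample occupied a pair of first-round wells, whose medians were 3995 and 3382 UMIs in sample 1, 3218 and 3236 in sample 2, 2807 and 3698 in sample 3, and 4315 and 4095 in sample 4. Wells of 1 sample thus differed by a ratio of up to 1.32, in sample 3, although they held cells of the same suspension. In the 16 other samples of the library the ratio between wells of a sample ran from 1.03 to 1.48, with a median of 1.16. The study's Wilcoxon rank sum tests between samples were not repeated, since each lobe is 1 sample here and cells were not taken as replicates.

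**Figure D1:**
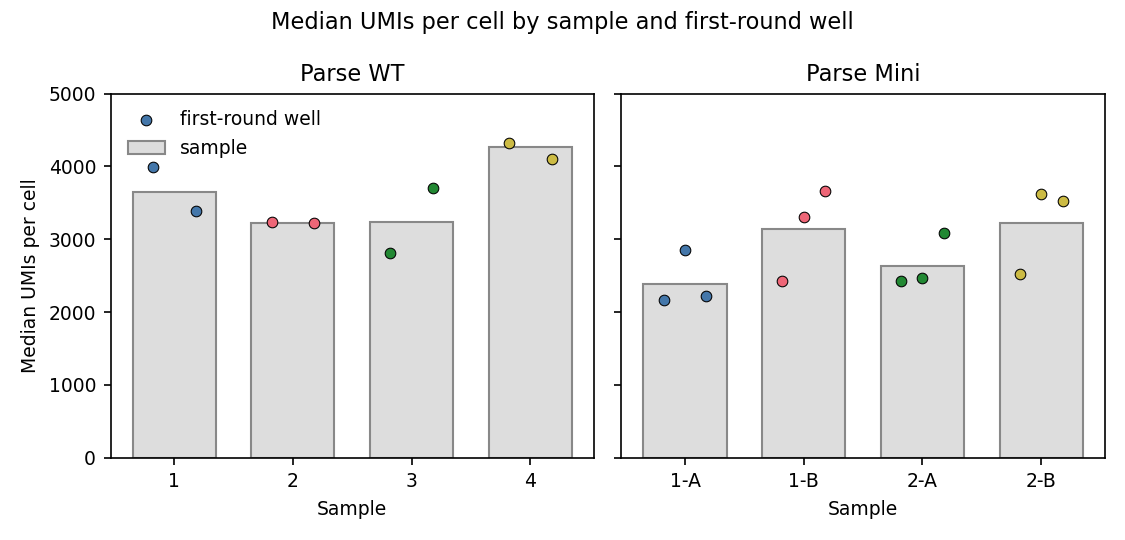
Median number of UMIs per cell in each thymic sample (bars) and in each of its first-round wells (points), for the Parse WT and the Parse Mini experiment; both vertical axes start at 0. In Parse WT, the wells of sample 3 lie at 2807 and 3698 UMIs and those of sample 2 at 3218 and 3236.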

In addition to UMI and gene counts, the proportion of reads mapping to mitochondrial and ribosomal genes serve as quality control metrics in scRNA-seq experiments. Furthermore, the presence of long non-coding RNA (lncRNA) transcripts is indicative of the cell sample quality. For example, the presence of long non-coding RNA (lncRNA) transcripts is indicative of the cell sample quality [29–32]. Therefore, we examined how these control measurements compared between the 10x and Parse datasets. We observed that the average percentage of reads mapped to mitochondrial genes was slightly lower in the 10x library compared to Parse (4.4% vs 5.5%) (Fig. 2D). Conversely, the average fraction of ribosomal gene counts was an order of magnitude higher in 10x data (12.5% vs 0.6%) (Fig. 2E). Additionally, the proportion of lncRNA counts was higher in the 10x samples than with the Parse kit (7.5% vs 3.8%) (Fig. 2F). These results show that both assays had comparable mitochondrial proportions with notable differences in the ribosomal and lncRNA genes.

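Mitochondrial genes, the 37 genes whose symbols start with mt-, took 5.92%, 6.23%, 5.40% and 4.78% of the UMIs of a cell on average in Parse samples 1 to 4, a mean of 5.58% ± 0.638 (SD, n = 4 samples). Nearly all of this was ribosomal RNA of the mitochondrion. Without mt-Rnr1 and mt-Rnr2 the mean was 0.208% ± 0.0304, which was the alternative that moved the value most. The pair of genes lies on the mitochondrial chromosome, mt-Rnr1 from 70 to 1024 and mt-Rnr2 from 1094 to 2675.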

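The 104 genes with symbols that start with Rpl or Rps took 0.416%, 0.686%, 0.521% and 0.590% of the UMIs of a cell in Parse samples 1 to 4, a mean of 0.553% ± 0.113 (SD, n = 4 samples). With ribosomal RNA genes left out of the denominator the mean was 0.726%.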

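In Parse samples 1 to 4, 4.17%, 4.23%, 3.58% and 3.79% of the UMIs of a cell fell on the 13112 genes that GENCODE M21 lists as lncRNA, a mean of 3.94% ± 0.314 (SD, n = 4 samples). Without Malat1 the mean was 2.59%. Taken as a share of all UMIs of a sample, the mean was 3.81%.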

### 10x and Parse data are enriched for distinct gene sets

We next analyzed the differences between the captured genes inthe datasets. We first removed genes detected in fewer than three cells and then examined the number of genes in 10x and Parse data. Despite the comparable depth in sequencing, the Parse dataset detected a higher number of unique genes. 

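In the 41838 cells of the 4 Parse samples, 31121 genes were detected in at least 3 cells. Of these, 19075 are protein-coding, 7757 lncRNA and 2717 pseudogenes in GENCODE M21, and 1316 have no entry there. Detection of many of them was sparse, and 14897 genes had under 100 UMIs over all cells. The number depended on the cells counted, from 20964 genes in the 4178 cells of Parse sample 1 to 26355 in the 15077 cells of sample 4. With 3000 cells drawn from each sample, 25543 genes were detected, and with at least 10 cells required per gene 25073 were. Leaving out each sample in turn gave between 29076 and 30644 genes.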

With 16,390 genes shared between the datasets, 14,731 genes were detected only in Parse data, compared to 578 in 10x (Fig. 2G). We investigated whether this difference was detectable in highly expressed genes. When we compared the overlap between the 1000 most expressed genes in both data, only 364 genes were shared (Fig. 2H).

We found that lncRNA, *Malat1*, was the top expressed gene in 10x data (Fig. 2I). In contrast, *Rn18s-rs5,* a ribosomal RNA, was the top gene in Parse data, while *Malat1* was the sixth most expressed gene (Fig. 2J). 

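Rn18s-rs5 took 18.1% of the UMIs of a Parse cell on average, with sample means of 17.2% ± 4.22 (SD, n = 4 samples), and ranked first in every sample. It has no entry in GENCODE M21. Cdk8, on chromosome 5 from 146231230 to 146302874, followed with 5.61%, which ran from 0.932% to 9.98% between samples. The next ranks were held by mt-Rnr2 (2.95%), Cmss1 (2.75%) and mt-Rnr1 (2.33%). Malat1, on the minus strand of chromosome 19 from 5795690 to 5802672, ranked 6 with 1.33% over all cells and 5, 6, 7 and 7 in samples 1 to 4. Its sample means of 1.35% ± 0.132 varied less than those of Cdk8. As a share of all UMIs, Malat1 kept rank 6 with 1.14%. Lars2, Gm19951, Gphn and Satb1 completed the first 10 genes with 0.978%, 0.769%, 0.513% and 0.453%. The levels of Cdk8, Lars2 and Gphn also differed between first-round wells.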

Several mitochondrial genes were expressed at high levels in both 10x and Parse data. However, these differed between 10x (*mt-Co3*, *mt-Atp6*, *mt-Co1*, and *mtCo2*) and Parse (*mt-Rnr1* and *mt-Rnr2*). 

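In the 4 Parse samples, mt-Rnr2 and mt-Rnr1 held 9895209 and 7792516 UMIs. The protein-coding mt-Co1 (mitochondrial chromosome, 5328 to 6872) ranked 83 with 0.0640% of the UMIs of a cell. In contrast, mt-Co3 (8607 to 9390), mt-Atp6 (7927 to 8607) and mt-Co2 (7013 to 7696) held 4, 8 and 6 UMIs in all 41838 cells. These counts cannot be read as levels of expression. Of the 50-base words of mt-Co3, mt-Atp6 and mt-Co2, 99.9%, 99.5% and 100% also occur in an annotated nuclear gene on chromosome 1, against 51.1% for mt-Co1, and how split-pipe counted reads that fit a pair of genes is not given in the sources used here.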

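Themis, on the plus strand of chromosome 10 from 28668360 to 28883818, took 0.349% of the UMIs of a Parse cell and ranked 12 of all genes over the 4 samples. The sample means were 0.356% ± 0.0314 (SD, n = 4 samples), and its ranks in samples 1 to 4 were 11, 9, 12 and 12. With each sample left out in turn it ranked from 11 to 13.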

Notably, 10x and Parse top expressed genes included the *Themis* gene, which is involved in positive and negative T cell selection.

### Computational analysis identifies more doublets in Parse data

Doublets or multiplets occur when two or more cells are encapsulated in a single droplet, leading to mixed or hybrid transcriptomic profiles. Including these aggregates in downstream analysis can incorrectly identify rare cell types, intermediate cell states, or specific transcriptomic signatures. Our study utilized cell hashing for the 10x samples, enabling us to differentiate doublets from single cells. Cells that were positive for more than one sample hashtag were identified as doublets and excluded from further analysis. The doublets constituted 14% of the 10x dataset (Figure S1A, Table S3). The Parse toolkit does not provide a way to distinguish doublets in the same manner as 10x since it does not use hashtags to multiplex samples. To address this, we employed the computational doublet detection method available in *scDblFinder*, which identifies doublets by comparing cells to computationally simulated doublet profiles [33]. 

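scDblFinder was not used here. Its procedure was rebuilt in Python for each Parse sample, with artificial doublets made from pairs of cells of the sample, 20 principal components of 1500 variable genes, and a gradient boosting classifier trained in 5 folds. As in the study, 10 runs with different seeds were made and a cell was called a doublet when most of the 10 runs called it. The main calls expected the share of barcode collisions that the filling of the first-round wells predicts, which was 1.45%, 4.50%, 3.58% and 6.82% in Parse samples 1 to 4. A single run was tested on simulated data with 10.0% doublets, and this true share was given as the expected one. It called 95.7% of doublets of unlike cell types, 12.0% of those within 1 type and 2.86% of single cells. The rule of most of 10 runs and the lower expected shares of the main calls were not tested on simulated data.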

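At the expected share of barcode collisions, 1.06% (0.765 to 1.43), 1.10% (0.917 to 1.30), 1.39% (1.17 to 1.65) and 4.23% (3.90 to 4.57) of the cells of Parse samples 1 to 4 that passed quality control were called doublets, a mean of 1.95% ± 1.53 (SD, n = 4 samples). Over the 120765 such cells of the 20 samples the share was 1.68%. This rule was strict. In sample 2, each run called between 4.71% and 5.04% of the cells and recovered 40.5% of its artificial doublets on average. Only 1.10% of the cells were called in most runs, and recovery under that rule was not measured. The expected rate moved the share more than any other choice. With a rate of 0.31, the value the study reports, 29.9% ± 0.481 of the cells of a sample and 28.5% of the library were called. With no expected rate, an alternative chosen after the data were seen, 24.0% ± 2.59 and 22.7% were. The called cells of sample 2 had a median of 9736 UMIs, against 2855 for the others.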

Notably, doublets constituted 31% of the Parse WT library (Table S3).

### Parse data has a considerable batch effect

We next asked whether the batch effects were associated with the significant variability in detected gene and UMI numbers between Parse samples. Such technical effects might hinder downstream analyses, such as cell type annotation or differential expression analysis. We started by performing quality control to exclude the low-quality cells (Figure S1B, C). 

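Of the cells of Parse samples 1 to 4, 94.9%, 93.4%, 94.7% and 94.1% passed the limits of 500 to 25,000 UMIs and 15% mitochondrial expression, a mean of 94.3% ± 0.681 (SD, n = 4 samples). This left 3964, 11662, 9557 and 14186 cells. Most removed cells lay above the upper UMI limit, and 0.128% ± 0.0758 of the cells exceeded the mitochondrial limit. Without an upper UMI limit 99.9% passed, and with the 10% mitochondrial limit of the 10x data 91.9% did. After removal of called doublets 38466 cells entered the clustering.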

Next, we performed a standard scRNA-seq analysis workflow that included normalization, dimensionality reduction, and clustering separately on 10x and Parse datasets. We then examined whether the samples were well-aligned on the UMAP plot to assess the presence of batch effects. We first examined the 10x data and observed that cells from biological and technical replicates were well-aligned (Fig. 3A). However, the replicates of the Parse data formed distinct cell communities (Fig. 3B). 

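To measure the separation, each cell's 30 nearest neighbours were found in 30 principal components of SCTransform residuals of the 4 Parse samples together. On average, 59.0%, 72.8%, 73.9% and 81.7% of the neighbours of cells of samples 1 to 4 came from the cell's own sample, a mean of 71.8% ± 9.44 (SD, n = 4 samples). If the samples were mixed, their shares of all cells would give 10.2%, 29.98%, 24.5% and 35.3%. Every sample thus stood above mixing, by 42.8 to 49.4 percentage points. The number of principal components moved the value most among the choices made beforehand, with 45.0% ± 4.92 for 10 components. With 10 components samples 1 to 4 stood above mixing by 42.1, 13.1, 17.7 and 6.99 percentage points. With log counts per 10000 in place of SCTransform the mean same-sample share was 54.3% ± 14.4, and with each cell thinned to 1000 UMIs 72.4% ± 11.3. Wells of 1 sample were also apart. Among the neighbours from a cell's own sample, those from its own first-round well were 1.23 to 2.80 times as frequent as under mixing in all 8 wells, with a median of 1.87. From the distinct communities of the replicates on the UMAP plot, the paper reasons that clusters formed by technical variability could pass for biological states and that the batch effect had to be corrected. It proposes that small differences during fixation, freezing, thawing or filtration made this effect high.

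**Figure D2:**
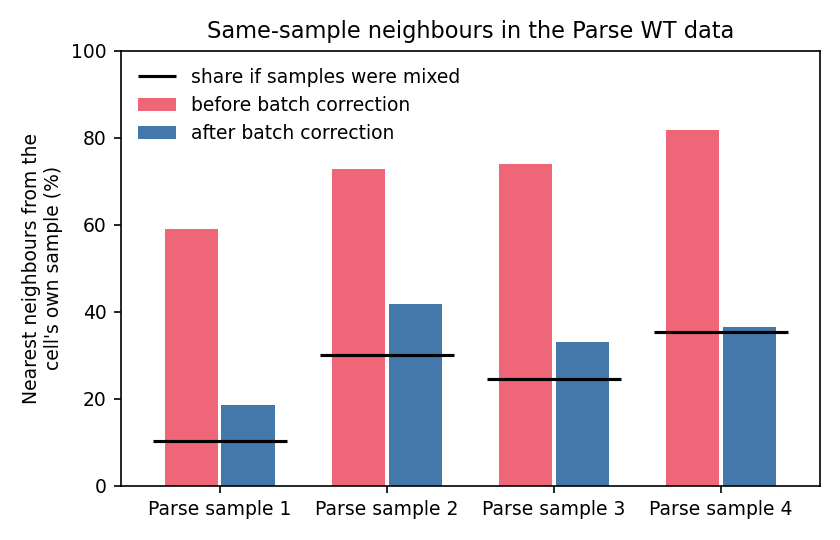
Share of each cell's 30 nearest neighbours that came from its own sample, averaged over the cells of each Parse WT sample, before and after integration (bars), with the share under mixing as a line for each sample. The values before integration run from 59.0% to 81.7%.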

If the cells of the same type form distinct clusters due to technical variability between the replicates, such artificial clusters could be mistaken for the *bona-fide* biological states. Therefore, we performed a batch effect correction to eliminate the variability between the replicates in Parse data. 

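After reciprocal PCA integration of the 4 Parse samples with 3000 features, the share of a cell's 30 nearest neighbours from its own sample was 18.4%, 41.8%, 33.0% and 36.5% in samples 1 to 4, a mean of 32.4% ± 10.0 (SD, n = 4 samples). These values were 1.81, 1.39, 1.35 and 1.03 times the shares under mixing. With 15 or 100 neighbours, 10 principal components or called doublets kept, the mean stayed between 29.4% and 33.0%. First-round wells remained apart within samples, with cells of the own well 1.254 to 3.106 times as frequent as under mixing and a median of 1.38.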

After the data integration, we observed that Parse replicates were well-aligned (Fig. 3C).

**Fig. 3:**
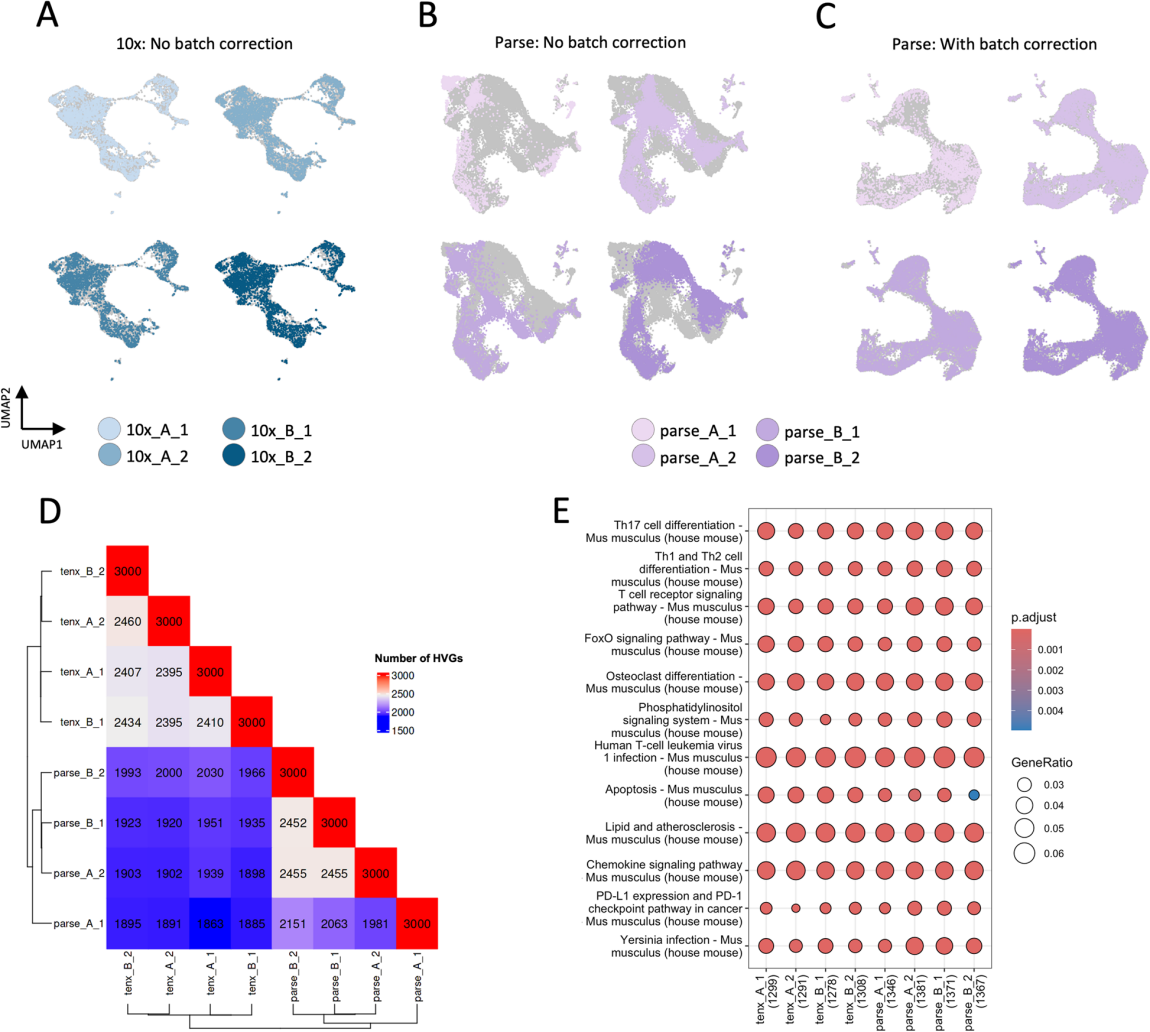
Batch effect exploration. (**A**) UMAP representation of 10x data without batch effect correction, (**B**) UMAP representation of Parse data without batch effect correction, (**C**) UMAP representation of Parse data with batch effect correction, (**D**) Overlap in HVGs between samples, (**E**) KEGG pathways enriched in HVGs for each sample

We further investigated the differences between the replicates in each dataset. Most scRNA-seq workflows rely on reducing the dimensionality of the data by selecting only highly variable genes (HVG) in each sample. We performed this procedure and compared the selected genes between replicates and technologies. The number of common HVGs between the assays was lower than the overlap within each assay (Fig. 3D). The pairwise HVG overlaps were similar between the 10x samples. In contrast, one sample in Parse data had fewer HVGs in common with other samples (parse_A_1). 

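For each Parse sample, the 3000 genes with the highest residual variance after SCTransform were taken as HVGs. Samples 1 and 2 shared 1579 of them, samples 1 and 3 shared 1443, and samples 1 and 4 shared 1639. The pairs without sample 1 shared 1496 (samples 2 and 3), 1652 (samples 2 and 4) and 1571 (samples 3 and 4) genes, and all 4 samples 987. Averaged over the other samples, the shared percentage was 51.8% for sample 1, 52.5% for sample 2, 50.1% for sample 3 and 54.0% for sample 4, so sample 3 had the lowest value. Pairs with sample 1 shared 51.8% of the HVGs on average, against 52.4% in the other pairs. The order depended on the depth and number of cells. With the same number of cells drawn from each sample, pairs with sample 1 shared more than the others (48.8% against 46.8%). With each cell thinned to 1000 UMIs they shared less, 51.7% against 56.2%, and sample 1 had the lowest value. It was also lowest when HVGs were ranked by dispersion of log counts, where pairs with sample 1 shared 29.47% against 30.34%.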

We then performed KEGG enrichment analysis on the HVGs from each sample. The gene ontology analysis indicated a similar representation of the identified pathways as 10x and Parse samples were enriched for the same biological processes (Fig. 3E). The only difference was in the process "Apoptosis", which had a slightly smaller score in the Parse samples compared to 10x.

### 10x resolves thymocyte populations better than Parse

Single-cell datasets often contain diverse cell types and their subsets, and granular annotation of cell types and states is a critical step of scRNA-seq analysis. We, therefore, proceeded to annotate our unsupervised clustering results separately on 10x and Parse data to assess their suitability to decipher the stages of thymocyte differentiation (Fig. 4A-D). We started by examining the *Cd3d* and *Cd3g* expression levels in the unsupervised clustering of 10x and Parse data and observed a pronounced difference in these T cell marker genes between the two datasets. In the 10x dataset, *Cd3d* and *Cd3g* were highly and consistently expressed in almost all clusters (Figure S2A-D). In contrast, the *Cd3d* expression was undetectable in all clusters of the Parse dataset (Figure S3A-D), while its paralogue gene *Cd3g* was present in fewer clusters and at a lower level than in 10x data.

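Cd3d (ENSMUSG00000032094) lies on the plus strand of chromosome 9 from 44981786 to 44987339, and Cd3g (ENSMUSG00000002033) beside it on the minus strand from 44969572 to 44980431. In Parse samples 1 to 4, 25.3%, 28.0%, 22.8% and 28.6% of the cells that remained after quality control and doublet removal held a UMI of Cd3d, a mean of 26.1% ± 2.66 (SD, n = 4 samples). For Cd3g the mean was 43.0% ± 3.50, for Cd3e 51.0% ± 5.22 and for Cd247 88.9% ± 1.86. In counts per 1000000 UMIs outside ribosomal RNA (CPM), Cd3d averaged 90.3 ± 12.6, Cd3g 195 ± 21.5, Cd3e 267 ± 48.8 and Cd247 1586 ± 167. Over the 23 clusters, the share of cells with a Cd3d UMI ran from 11.6% to 49.4%, and that with a Cd3g UMI from 23.6% to 72.1%. Depth moved the shares most. With 1000 UMIs per cell the means were 7.09% ± 0.877 for Cd3d and 14.6% ± 1.61 for Cd3g, and in cells with 16000 to 25,000 UMIs, 71.3% held a Cd3d UMI. Antigen-presenting cells, which should lack Cd3d, gave the background. In APC-like clusters 18.4% ± 9.66 of the cells held a Cd3d UMI at a median of 3000 UMIs. Thinned to 1000 UMIs it was 40 of 895 cells (4.47%, 95% exact interval 3.21 to 6.04), against 7.33% (7.04 to 7.62) of 32080 thymocytes, and the APC-like share was lower in 4 of 4 samples. The interval overlaps those of the DN, DP-P, SP-CD8 and other CD3+ classes taken alone. Within samples 2 and 3 taken alone, the APC-like and thymocyte intervals overlapped as well. At this depth the shares in APC-like cells and in thymocytes were 7.93% and 14.9% for Cd3g, 9.5% and 18.5% for Cd3e, and 39.1% and 68.4% for Cd247. Across 44 T cell genes of a list fixed beforehand, CPM of all UMIs rose with gene length (Pearson's r = 0.629, two-sided permutation p = 3e-05, Spearman's rho = 0.641, p = 2e-05), although genes are not independent replicates. Cd3d spans 5554 bases, and the 9 other listed genes under 6000 bases were all above it, at 96.1 to 602 CPM of all UMIs against 69.19, while 6 listed genes of 7812 to 13617 bases were below it, at 4.436 to 64.98 CPM. Over both kits, the family of 2 such relations, the Benjamini-Hochberg adjusted p of r was 3e-05. These lengths are genomic. With exonic length r was 0.65, and the listed genes with less exonic sequence than Cd3d lay on both sides of it.

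**Figure D3:**
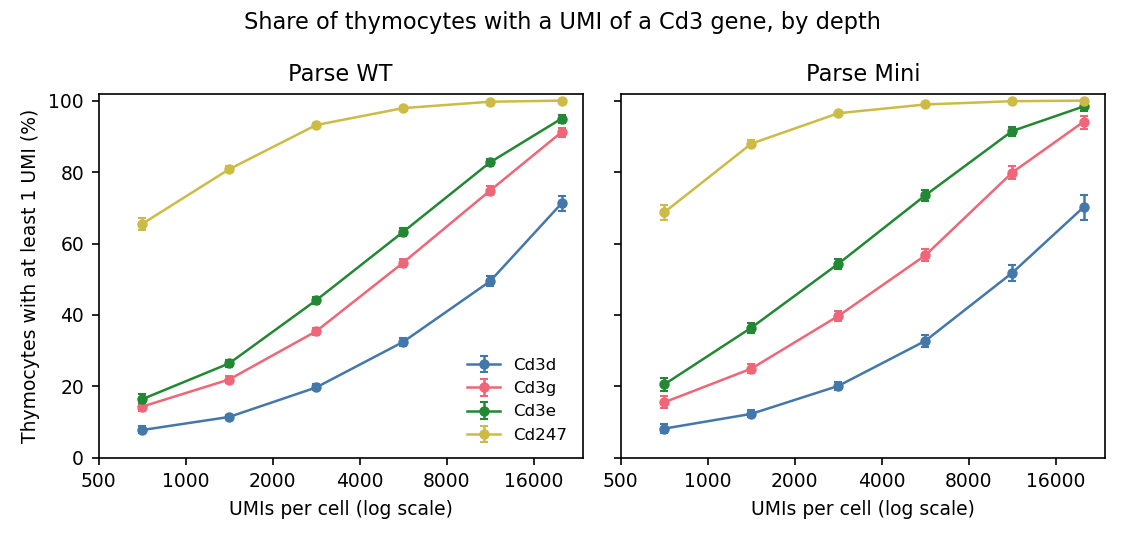
Percentage of thymocytes with at least 1 UMI of Cd3d, Cd3g, Cd3e or Cd247 by UMIs per cell (logarithmic horizontal axis), in the Parse WT and the Parse Mini experiment, with 95% exact intervals. For Cd3d in Parse WT the points rise from 7.78% at 500 to 1000 UMIs to 71.3% at 16000 to 25,000 UMIs.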

**Fig. 4:**
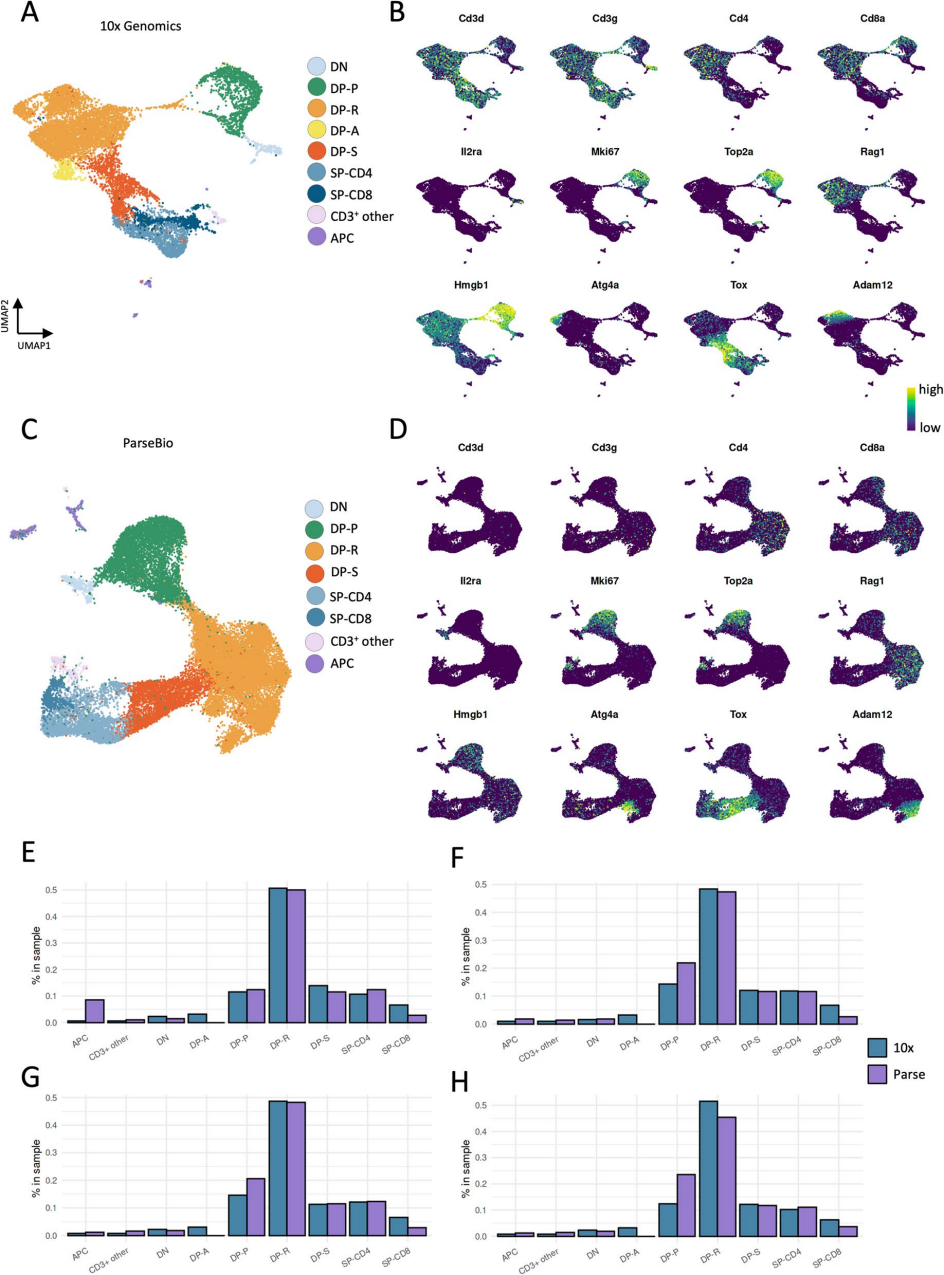
Cell type annotation. UMAP (**A**) and marker genes (**B**) of 10 × data, UMAP (**C**) and marker genes (**D**) of Parse data, Proportion of cells in 10x (blue) and Parse (purple) in replicates (**E**) A_1, (**F**) A_2, (**G**) B_1, and (**H**) B_2

We then grouped the clusters according to the stages of thymic differentiation based on the expression of *Cd4* and *Cd8a* genes. These are represented by double-negative (DN; *Cd4*^*−*^*Cd8*^*−*^), double-positive (DP; *Cd4*^+^*Cd8*^+^), and single-positive (SP; *Cd4*^+^*Cd8*^*−*^ or *Cd4*^*−*^*Cd8*^+^) cell populations. In the 10x data, we identified a *Cd3d*^+^*Cd4*^*−*^*Cd8a*^*−*^ cluster that could be annotated as DN thymocytes. This cluster had a high *Il2ra* expression, a marker of DN cells. Next, we analyzed the Parse data and found that major thymocyte populations were congruent with the 10x data.

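Clustering of the 38466 Parse cells after integration, with 30 principal components and a resolution of 0.8, gave 23 clusters. A cluster was named only where at least 3 markers of a class, listed before the data were examined, were raised. Markers of no other listed class were to lead as well. Cluster 1 was named SP-CD4-like although the DP-S marker Itm2a was among its leading genes. Cells of named clusters are called DN-like, DP-P-like and so on. Cluster 11 was DN-like, with Il2ra and Erg among its leading genes, and held 1143 cells at a median of 8576 UMIs. Il2ra, on chromosome 2 from 11642807 to 11693193, is one of the naming markers. It averaged 801 ± 347 CPM (SD, n = 4 samples) in DN-like cells and at most 71.2 CPM in the other classes, and 85.8% of DN-like cells held a UMI of it, or 41.4% ± 8.18 at 1000 UMIs per cell. Neither Cd4 nor Cd8a was found in 32.1% ± 12.4 of DN-like cells, and in 74.3% ± 5.50 at 1000 UMIs. DP-P, DP-R, DP-S, SP-CD4, SP-CD8, APC and other CD3+ classes were found as well. The 4 unnamed clusters, 9, 13, 20 and 21, held 5.90% ± 0.641 of the cells of a sample.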

We then annotated all *Cd3d*^+^*Cd4*^+^*Cd8a*^+^ clusters in the 10x data. The DP group was subdivided into proliferating (DP-P) and recombining (DP-R) populations based on the expression of genes associated with the cell cycle (*Mki67, Top2a*) and V(D)J recombination (*Rag1*), respectively. The third stage in the differentiation was a DP undergoing selection cluster (DP-S) representing thymocytes in the post-recombination positive selection stage (*Tox*). In addition, we observed a DP apoptotic cluster (DP-A) that was enriched in mitochondrial gene expression (Figure S2C). We used the same markers to annotate DP-P, DP-R, and DP-S thymocyte subsets in the Parse data. However, we did not observe a DP-A cluster in the Parse dataset, as there were no cell communities with a pronounced increase in mitochondrial gene expression. 

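In the Parse data, Mki67 (chromosome 7, 135689784 to 135716361) averaged 1602 ± 292 CPM (SD, n = 4 samples) in DP-P-like cells and 170 ± 92.6 CPM in DP-R-like cells. Top2a (chromosome 11, 98992943 to 99024189) averaged 1251 ± 135 and 91.3 ± 52.8 CPM. Rag1 (chromosome 2, 101638282 to 101649501) was highest in DP-R-like cells with 1553 ± 289 CPM, against 662 ± 65.4 in DP-P-like and 738 ± 68.0 in DP-S-like cells. Tox (chromosome 4, 6686353 to 6991557) averaged 4169 ± 835 CPM in DP-S-like cells, 924 ± 74.5 in DP-R-like and 3049 ± 525 in SP-CD4-like cells. The differences between DP-P-like, DP-R-like and DP-S-like cells exceeded the SD between samples for the marker of each class. At 1000 UMIs per cell, 65.2% of DP-P-like and 10.0% of DP-R-like cells held a UMI of Mki67. These genes were among the markers that named the classes. Of the DP-P-like clusters, cluster 8 (1602 cells, 4.17% of all) had a median of 1241 UMIs and was led by Rps12 and Hmgn5.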

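In the 23 clusters of the Parse data, the mean mitochondrial percentage ran from 4.53% ± 0.507 to 6.49% ± 0.723 (SD, n = 4 samples), with a median over clusters of 5.46%. The highest value, in the DN-like cluster 11, was 1.19 times the median. No cluster could exceed 15%, since quality control had removed the cells above this limit. Without mt-Rnr1 and mt-Rnr2 the highest cluster reached 0.308%. Among the 7 mitochondrial mRNAs with counts, the highest ratio of a cluster of at least 100 cells to the median cluster was 1.45, for mt-Nd6, and it was 1.34 for mt-Nd4 and 1.22 for mt-Co1. No cluster met the rule for DP-A-like cells, for which the markers mt-Co3 and mt-Atp6 could not count, as they held 4 and 8 UMIs in all cells. The smallest cluster held 69 cells, so that cells too few to form a cluster would have been counted in other classes. With no mitochondrial limit in quality control the highest cluster was at 6.48%.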

The SP clusters represent the end stage of thymocyte development and have mutually exclusive *Cd4* and *Cd8a* expression patterns. In 10x data, we identified the *Cd3d*^+^*Cd4*^+^*Cd8*^*−*^ SP-CD4 and *Cd3d*^+^*Cd4*^*−*^*Cd8a*^+^ SP-CD8 populations, and these were also distinguishable in the Parse data. 

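In the Parse data, clusters 1 and 10 were SP-CD4-like, with Chl1, Itm2a and Zbtb7b among the leading genes of the former and S1pr1 and Ms4a4b among those of the latter. Cluster 1 held 4037 cells, and 5 DP-S markers were raised in it, beside 3 SP-CD4 markers and 2 markers of both SP lineages. Itm2a is one of the DP-S markers. In cluster 10 these numbers were 3, 2 and 5. The SP-CD4-like class may thus hold cells of the DP-S stage. Cluster 14 was SP-CD8-like, with Itgae and Runx3 among its leading genes. Cd4 lies on the minus strand of chromosome 6 from 124864692 to 124888221 and Cd8a on the plus strand of chromosome 6 from 71373427 to 71379173, and both were naming markers. In SP-CD8-like cells, 37.1% ± 5.59 held UMIs of Cd8a and none of Cd4, 5.99% ± 2.58 of Cd4 and none of Cd8a, and 38.7% ± 1.35 of both (SD, n = 4 samples). In SP-CD4-like cells, 31.1% ± 7.15 held Cd4 alone, 7.79% ± 2.03 Cd8a alone and 38.6% ± 3.94 both. The share of cells with Cd4 over that with Cd8a was 0.647 ± 0.134 in SP-CD8-like and 1.72 ± 0.284 in SP-CD4-like cells, and their ranges over samples, 0.511 to 0.791 and 1.38 to 2.03, did not overlap. At 1000 UMIs per cell the ratios were 0.444 ± 0.0570 and 2.17 ± 0.602. In APC-like cells, 30.6% ± 16.6 held both at all UMIs and 4.53% ± 2.32 at 1000 UMIs. Whether these cells express either gene themselves was not tested, so their shares do not measure background.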

The remaining clusters were identified as antigen-presenting cells (APC) and other CD3^+^ cells in 10x data based on distinct *Cd3d* expression level and MHC-II related genes. However, we could not identify these clusters in Parse solely by *Cd3*-related gene expression. 

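In the Parse data, clusters 17, 19 and 22 met the rule for APC-like cells through the MHC-II genes H2-Aa, H2-Ab1, H2-Eb1, Cd74 and Ciita. Cluster 17 was led by the B cell genes Igkc, Bank1, Ebf1 and Pax5, and cluster 22 by Wdfy4. Cluster 19, with 398 cells, was led by Ltf, Il1b, Lyz2 and S100a9, genes of neutrophils and other myeloid cells, for which the list of markers has no class. Among its 10 leading genes only H2-Eb1 was an APC marker, and its cells are part of every APC-like share given here. Neither Cd3d nor Cd3g was a naming marker of any class. Cluster 18 met the rule for other CD3+ cells with Zbtb16, Il18r1 and Il23r among its leading genes and held 423 cells at a median of 6279 UMIs, 1.04% ± 0.234 (SD, n = 4 samples) of a sample. The APC-like share was 7.37% (95% exact interval 6.57 to 8.23) in sample 1 and 2.79%, 1.91% and 2.24% in samples 2 to 4. In sample 1 it was 2.36% (1.74 to 3.13) in first-round well C7 and 12.5% (11.1 to 14.1) in well C8, so that 1 well decides the value.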

We annotated the APC cluster in Parse by expression of *Cd4*, *Cd8a,* and MHC-II related genes but other CD3^+^ cells could not be annotated due to a lack of distinct *Cd3d* or *Cd3g* gene expression in the clusters.

We wondered whether we could leverage the 10x data annotations to identify the similar clusters and proportions in Parse data. For this, we trained a classifier on 10x gene expression values and annotations and obtained predictions for the Parse data. Based on this model, we could accurately annotate the minor thymocyte population, other CD3^+^, in Parse data (Figure S4). However, the model could not identify the DP-A cluster. Interestingly, the model could not distinguish between DP-P and the SP-cell populations.

Next, we studied the proportion of the thymocyte cell types identified using each technology. The DP-R, DP-S, and SP-CD4 proportions were relatively consistent between the technologies and replicates (Fig. 4E-H). However, we noticed significantly fewer SP-CD8 cells in the Parse data across all replicates compared to the 10x data. 

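Among the cells of Parse samples 1 to 4 after quality control and doublet removal, 43.6%, 39.8%, 40.4% and 37.2% were DP-R-like, a mean of 40.2% ± 2.62 (SD, n = 4 samples). DP-S-like cells made up 10.9%, 10.1%, 11.1% and 10.2% (10.6% ± 0.495), and SP-CD4-like cells 13.6%, 13.5%, 13.9% and 13.2% (13.5% ± 0.275). DN-like cells averaged 2.74% ± 0.721 and APC-like cells 3.58% ± 2.55. The classes rest on the clusters found. At a resolution of 0.4 no cluster was SP-CD4-like (0%), and at 1.2 the SP-CD4-like share was 10.0%. The DP-R-like share stayed at 39.7% and 41.5%. With called doublets kept the DP-S-like share was 3.24%.

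**Figure D4:**
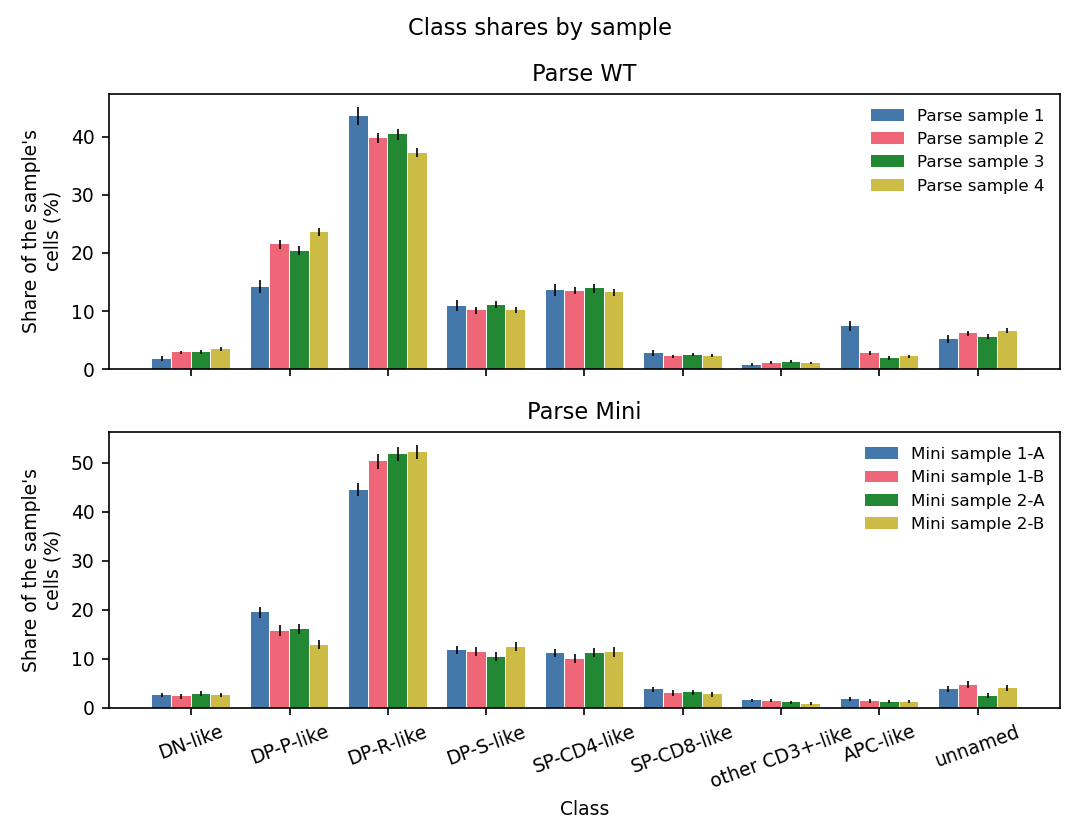
Percentage of the cells of each sample in each class, in the Parse WT and the Parse Mini experiment, with 95% exact intervals that cover counting error only. In Parse WT the DP-R-like shares lie between 37.2% and 43.6%, and the APC-like share of sample 1 is 7.37%.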

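SP-CD8-like cells made up 2.70%, 2.19%, 2.52% and 2.33% of the cells of Parse samples 1 to 4, a mean of 2.43% ± 0.224 (SD, n = 4 samples). They were the 912 cells of cluster 14. With called doublets kept the mean was 6.92%, with clusters of the uncorrected data 5.63%, and at a resolution of 1.2 2.53%. At a resolution of 0.4 no cluster was SP-CD8-like (0%).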

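DP-P-like cells made up 14.2%, 21.5%, 20.4% and 23.6% of the cells of Parse samples 1 to 4, a mean of 19.9% ± 4.04 (SD, n = 4 samples). The mean stayed between 17.9% and 22.7% under the other resolutions, with doublets kept, with doublets called at the study's rate removed, and with clusters of the uncorrected data. They had a median of 6964 UMIs, against 1977 for DP-R-like cells, so that limits on UMIs and calls of doublets act unequally on these classes.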

At the same time, Parse had more DP-P cells than 10x in all replicates. Taken together, these results reveal differences in cell subpopulation detection between 10x and Parse kits.

We further checked if the inconsistent levels of *Cd3d* and *Cd3g* genes in Parse data was because of background noise due to barcode swapping. We used SoupX to remove the background RNA from Parse data but did not observe any significant improvements (Figure S5A-D). The *Cd3d* and *Cd3g* gene expression patterns remained similar, as did the lack of DP-A cells, in the Parse data.

We then performed a validation experiment for Parse data to analyze whether the issue with *Cd3d* and *Cd3g* gene expression levels persists. To this end, we used the Parse WT Mini kit to capture up to 20,000 cells. 

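The deposited Parse Mini library was sequenced as 2 sublibraries and held 4 thymic samples, 2 lobes from each of 2 mice. The authors' tables call them by a number and a letter, and they are called Mini samples 1-A, 1-B, 2-A and 2-B. Whether the number or the letter marks the mouse is not stated in the study, so no pair of lobes was formed. As for the WT kit, the authors combined the sublibraries into UMI counts per cell and gene without normalization. Mini samples 1-A, 1-B, 2-A and 2-B held 28988529, 30200652, 28057164 and 33264104 UMIs, at 2.14 ± 0.0120 mapped reads per UMI (SD, n = 4 samples). The medians were 2388, 3140, 2634 and 3221 UMIs and 1283, 1498, 1365 and 1518 genes per cell. With the limits of the WT data, 95.9% ± 0.8288 of the cells passed quality control. Doublet calling, integration and clustering followed the steps used for the WT samples, and 18886 cells formed 21 clusters. Before integration 48.2% ± 2.05 of a cell's neighbours came from its own sample and after it 32.3% ± 5.29, against 25.0% on average under mixing. Of the 1000 most expressed genes of the WT samples, 955 were also among those of the Mini samples. Kit and mice change together, and no test between the experiments was run.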

As in the main experiment, we isolated thymus from two identical young female C57BL/6N mice that were split into two technical replicates each. 

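In the Mini samples, 24.2% ± 1.51 (SD, n = 4 samples) of the cells held a UMI of Cd3d and 42.4% ± 3.96 a UMI of Cd3g. Thinned to 1000 UMIs the means were 7.57% ± 0.261 and 16.7% ± 0.939. Cd3d averaged 88.0 ± 5.75 CPM, Cd3g 202 ± 11.7, Cd3e 318 ± 21.9 and Cd247 1842 ± 105. Over the clusters the share of cells with a Cd3d UMI ran from 12.3% to 38.8% and that with a Cd3g UMI from 22.9% to 69.2%. In APC-like cells, clusters 18 and 19, 13.3% ± 8.02 held a Cd3d UMI at a median of 5540 UMIs. Among those thinned to 1000 UMIs it was 6 of 244 (2.46%, 95% exact interval 0.908 to 5.28), against 7.67% (7.27 to 8.09) of 16083 thymocytes. For Cd3g the shares were 4.10% and 17.0%, for Cd3e 4.1% and 25.7%, and for Cd247 28.3% and 78.0%. APC-like clusters were named by MHC-II genes and made up 1.33% ± 0.231 of the cells. Cluster 17, named other CD3+ with Zbtb16, Scart2 and Sox13 among its leading genes, made up 1.18% ± 0.321.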

We performed a similar data analysis workflow, with doublet removal and batch effect correction, and observed that *Cd3-*related gene expression was present poorly in all the clusters, which obstructed the identification of APC and other CD3^+^ cell subsets (Figure S6A-D). In addition, we observed that the SP-CD8 cells could not be distinguished in the Parse mini data based on mutually exclusive *Cd4* and *Cd8a* expression patterns (Figure S6B). 

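In the Mini samples, cluster 13 was SP-CD8-like, with Itgae and Runx3 among its leading genes, and clusters 2 and 15 were SP-CD4-like. They made up 3.13% ± 0.447 and 10.9% ± 0.631 (SD, n = 4 samples) of the cells. In SP-CD8-like cells, 32.8% ± 9.29 held Cd8a and no Cd4, 7.88% ± 2.40 held Cd4 and no Cd8a, and 39.6% ± 6.18 held both. In SP-CD4-like cells, 33.0% ± 6.34 held Cd4 alone, 5.79% ± 1.28 Cd8a alone and 38.3% ± 1.76 both. In APC-like cells, 28.45% ± 14.6 held both, 15.56% ± 6.18 Cd4 alone and 11.22% ± 3.4 Cd8a alone. As in Parse WT, it was not tested whether APC-like cells express either gene themselves. At 1000 UMIs per cell, 4.18% ± 2.4 of APC-like cells held both. The share with Cd4 over that with Cd8a was 0.773 (0.569 to 1.02 over the samples) in SP-CD8-like, 1.01 (0.888 to 1.15) in DP-P-like and 1.96 (1.69 to 2.43) in SP-CD4-like cells. After thinning to 1000 UMIs it was 0.665 in SP-CD8-like and 2.60 in SP-CD4-like cells. In cluster 13, 5 DP-P markers were raised as well, with Mki67 at 840 ± 192 CPM in SP-CD8-like cells. In the SP-CD4-like cluster 2, 5 DP-S markers were raised, beside 3 SP-CD4 markers and 2 markers of both SP lineages. These clusters depended on the settings. At a resolution of 1.2 the SP-CD4-like share was 3.602%, and with called doublets kept 2.86%. The other classes were DP-R-like (49.7% ± 3.56), DP-P-like (16.0% ± 2.70), DP-S-like (11.5% ± 0.843) and DN-like (2.54% ± 0.239) cells. The DP-P-like cluster 16, with Peak1 and Rpph1 among its leading genes, which also differed between first-round wells, had no cells of samples 1-A and 1-B. From the Cd4 and Cd8a patterns in its clusters, the paper concludes that SP-CD8 cells could not be told from the others in the Mini data, and it proposes that the detection of genes with low expression hindered the distinction.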

We then used the cell classifier trained on 10x data to predict annotations for the Parse mini dataset. The cell classifier identified the APC and other CD3^+^ cells but could not differentiate between DP-P and the SP-cell populations as previously (Figure S7). Furthermore, we performed background RNA removal and no improvement was seen in the issues faced (Figure S8A-D).

### RNA velocity analysis shows agreement between 10x and Parse datasets

The thymocytes undergo constant turnover, marked by the continuous influx of progenitor cells, their specification or apoptosis, and exit from the thymus. Therefore, our datasets presented an excellent opportunity to benchmark computational tools for studying developmental dynamics. Using 10x (10x_A_1, 10x_A_2, 10x_B_1, and 10x_B_2) and Parse (parse_A_1, parse_A_2, parse_B_1, parse_B_2) datasets, we performed the RNA velocity analysis based on the ratio of spliced and unspliced transcripts and examined whether both assays captured this information. The abundance of spliced and unspliced transcripts in 10x were 58% and 39%, respectively, while 3% were classified as ambiguous (Figure S9A). This ratio was inversed in Parse data, where 47% of transcripts were spliced and 53% were unspliced (Figure S9C). We studied whether the velocity vector fields and latent time reflected the thymocyte developmental trajectories. We found that the DP-R cells had the highest latent time values in 10x and Parse (Figure S9B, D). The velocity vectors pointed towards the DP cells and away from both SP and DP-P populations.

## Discussion

The scRNA-seq allows to distinguish transcriptionally different cell populations within complex multicellular tissues. Here, we evaluated the applicability of 10x and Parse scRNA-seq kits to study the dynamics of T cell differentiation in mouse thymus and focused on cell type annotation as a central task in scRNA-seq data analysis.

Our study reports the differences between 10x and Parse kits, as summarized in Table 2, providing a reference for selecting the optimal approach for single-cell analysis. Considering the set-up costs, the Parse protocol does not require the purchase of the microfluidic device (Chromium Controller) but involves more hands-on steps and reagents compared to 10x. However, 10x requires additional reagents and steps for sample multiplexing, which are integrated into the Parse workflow. Technical issues with 10x, such as wetting failures and clogging, are associated with generating gel beds-in-emulsion in the Chromium Controller and can be avoided when using Parse.

**Table 2:** Summary

	Parse	10x
Inter-sample variability	High	Negligible
Intra-sample variability	High	Negligible
Sensitivity in gene detection	Higher	Lower
Minimum number of cells to load	100,000	800
Minimum number of recovered cells	200	500
Pause points	7	7
Benchwork	~ 11 h	~ 7.5 h
Maximum number of samples that can be analyzed in one kit with multiplexing	40 samples with 2500 cells/ sample (1 WT kit)	16 samples with 2500 cells/ sample (1 kit with 4 reactions)
Cell type annotation	Difficult	Easier
Doublet detection	Based on genetic diversity or computational	With hashtags

The time required for the Parse kit workflow, including sample processing and library preparation, is nearly twice as long as that for the 10x kits with more extensive benchwork (Fig. 5). Both kits have the same pause points, but 10x offers a more flexible three-day workflow, while Parse requires a minimum of a four-day schedule, with one day having more than six hours of workflow without any pause points. Since the cells can be fixed and stored for the Parse kit, it allows samples to be processed from different time points. Although 10x has introduced kits in which cells can be fixed and stored, these require the purchase of a different instrument.

**Fig. 5:**
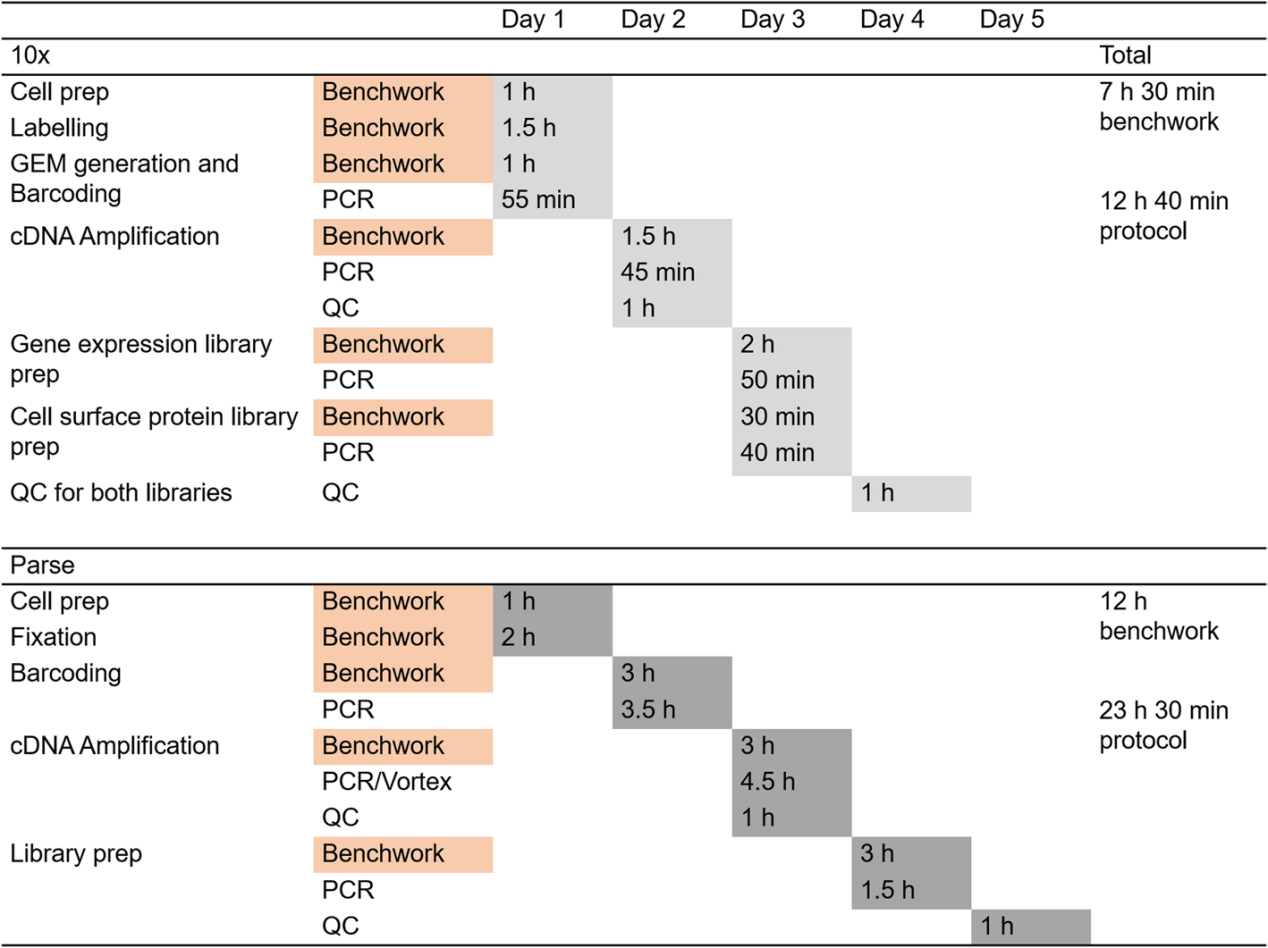
Workflow and time frame required for each kit. Key differences between the steps and time spent on 10x and Parse protocols have been highlighted

Regarding cell sample loading, both kits require single-cell suspensions with high viability. Parse needs at least 100,000 cells per sample as starting material, whereas the minimum number of cells in 10x is just 800 cells per sample. We obtained slightly higher cell recovery in 10x compared to Parse. Interestingly, three out of four samples in Parse had almost double the expected cell recovery rate. However, this was not replicated in the Parse mini kit, which had an average cell recovery rate of 36.5%, similar to previously reported (16). On the other hand, 10x has consistently shown higher cell recovery rates [16, 34]. Thus, 10x is advantageous over Parse in exploring minor populations such as thymic epithelial cells, which are present in low numbers in the thymus.

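Mini samples 1-A, 1-B, 2-A and 2-B held 5426, 4498, 5192 and 4969 cells, a mean of 5021 ± 396 (SD, n = 4 samples). The coefficient of variation was 7.88% and the largest sample held 1.21 times as many cells as the smallest. The recovery rate was not computed, since the number of cells loaded per Mini sample is not given in the sources used here.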

Quality metrics of cells in scRNA-seq datasets are important for downstream analysis. Some indicators used to distinguish high-quality cells include the percentage of mitochondrial-coding genes, the presence of doublets or multiplets, and the number of UMIs and genes detected [35]. Our data showed a slightly higher percentage of mitochondrial-coding genes in Parse compared to 10x. Conversely, 10x has been shown to detect a higher proportion of ribosomal-coding genes than other platforms [36]. Similarly, our data showed more than a tenfold increase in the percentage of ribosomal-coding genes and double the percentage of lncRNA-coding genes in 10x compared to Parse. Although 10x has higher cell recovery rates and lower percentage of mitochondrial-coding genes, Parse had lower percentages of ribosomal and lncRNA transcripts. This aspect has been linked to the loss of ambient RNA due to the multiple washing steps in the Parse protocol [21]. The proportion of different gene biotypes in the data impacts the downstream analysis and should be considered according to applications.

Doublets or multiplets are aggregates of two or more cells that are captured into a single droplet, resulting in hybrid transcriptomics. Including these in downstream analysis can lead to false detection of cell types, intermediate cell states, or transcriptomic signatures [37]. In our dataset, we used cell hashing for the 10x samples and were able to distinguish the doublets from the single cells and exclude them from further analysis. Unfortunately, although Parse employs three rounds of barcoding to ensure minimal doublets generated, we found 31% doublets in Parse WT library (4 thymic + 16 non-thymic samples) using *scDblFinder* package as compared to 14% in 10x using hashtags. On the other hand, there were fewer (21%) doublets in Parse mini kit library but we faced issues in identifying the cell types accurately downstream. 

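With the collision share expected from the filling of the wells, 1.46%, 2.27%, 2.52% and 1.84% of the cells of Mini samples 1-A, 1-B, 2-A and 2-B that passed quality control were called doublets, a mean of 2.02% ± 0.471 (SD, n = 4 samples) and 2.01% of the 19273 cells of the library. The expected share of collisions was 5.04%. At an expected rate of 0.21, the value the study reports for this kit, 19.8% ± 1.82 of the cells of a sample and 19.7% of the library were called.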

A previous study benchmarking scRNA-seq kits using mouse and human cells showed a high doublet rate of 49% when using Parse technology [22]. Other studies using human PBMCs and tumor nuclei have shown lower doublet rates in Parse compared to 10x [16, 20]. These results suggest that analyzing different types of tissues or cells in the same Parse kit may aid in better detection of doublets in the libraries generated and improve downstream analysis.

Regarding the UMIs and genes detected, Parse technology identified nearly double the genes detected by 10x at similar sequencing depth. However, the considerable variability in the detected UMIs and genes between the technical replicates in Parse data suggested poor reproducibility compared to 10x. The high batch effect between samples in Parse data may be due to the minute differences in protocol introduced during the fixation, freezing, thawing, or filtration steps. While the integration of computational batch correction tools into the scRNA-seq data workflow complicates the data analysis pipeline, it becomes essential to utilize these tools while analyzing samples from multiple time-points or large number of samples in different runs.

In terms of cluster annotations, we found 10x efficiently differentiated between all major thymocyte populations. Further analysis distinguished between various subsets of DP cell populations as published previously [27]. In contrast, Parse did not show the expected *Cd3d* and *Cd3g* gene expression levels in any of the kits used. This resulted in difficulty in accurately annotating the minor thymocyte populations. We also could not identify the DP-A cluster in Parse. Additionally, Parse mini kit could not separate SP-CD4 and SP-CD8, with most clusters showing *Cd4* expression. While Parse has been claimed to accurately identify rare populations due to its ability to detect genes with low expression levels, this possibly hindered the distinction of SP-CD4 and SP-CD8 [16]. Furthermore, the removal of background RNA from the Parse data did not improve any of the issues mentioned in the respective kits. Overall, 10x is more efficient in clustering the thymocyte subsets. Additionally, we found comparable cell trajectories in the thymic populations between the two methods despite differences in the ratio of spliced and unspliced transcripts.

In conclusion, both methods have advantages and limitations that need to be considered when choosing the appropriate scRNA-seq kit for experiments. 10x can distinguish major subsets in the thymus with fewer cells loaded and a smaller workload but requires specialized instrumentation. Parse is more sensitive to cell populations with lower gene expression levels, which can be a limitation and has a longer protocol, but provides the opportunity to run samples from multiple time points together without the instrument.

## Methods

### Animals

Young (2-month-old) female C57BL/6N mice were used for the experiments. This study was conducted in accordance to the permission from the Ministry of Regional Affairs and Agriculture (Estonia) and approved by the Animal Experiments Ethics Committee at the Ministry (Protocol No. 224). All methods were performed in accordance with relevant guidelines and regulations. This study was carried out in compliance with the ARRIVE guidelines (Animal Research: Reporting of In Vivo Experiments). Young mice were acquired from Laboratory Animal Centre, Institute of Biomedicine and Translational Medicine, Tartu. Mice were housed communally with a standard 12 h dark cycle and fed ad libitum. Mice were euthanized by administering an overdose of ketamine and xylazine intraperitoneally.

### Tissue processing and cell isolation

Briefly, thymi from two female C57BL/6N mice aged two months were isolated, and each lobe was separated and processed separately as a technical replicate. Each thymus lobe was mashed between frosted glass slides and collected in RPMI containing collagenase/dispase and DNase I. The thymic lobe samples were incubated at 37 °C with gentle stirring for 15 min, washed with FACS buffer, filtered through 100 µ filter, and counted using LUNA-FL™ Dual Fluorescence Cell Counter (Logos Biosystems). After counting, each sample was divided equally and further processed by Chromium Next GEM Single Cell 3' Reagent Kit v3.1 (10x Genomics; 10x_A1, 10x_A2, 10x_B1, 10x_B2) and Parse Evercode Whole Transcriptome (WT) kit v2 (Parse Biosciences; parse_A1, parse_A2, parse_B1, parse_B2), respectively. The four 10x samples were multiplexed using TotalSeq™-B hashtag antibodies (BioLegend), washed, counted, and 20,680 cells were loaded in a single reaction using the 10 × 3' kit as per the manufacturer's protocol. The Parse samples were fixed using the Fixation Kit (Parse Biosciences), counted, and stored at -80 °C as per manufacturer's protocol. We loaded 19,230 cells per sample for a total of 384,600 cells from 20 samples (4 samples for the benchmarking experiment and remaining 16 unrelated samples to utilize the maximum capacity of the kit). The samples were multiplexed and processed using the Parse WT kit as per manufacturer's protocol. In addition, we repeated the experiment with the same experimental set up using Parse Mini v2 kit (Parse Biosciences) to confirm our findings from the WT kit. All libraries were sequenced as paired-end 150-bp reads using the Illumina NovaSeq 6000 platform.

### Raw data processing and quality control

The 10x data FASTQ files were mapped to the *mm10* mouse reference (downloaded from the 10x Genomics website) using *CellRanger* software. For Parse data, we first generated an indexed genome using the *mm10* mouse reference downloaded from Ensembl. Next, we used the *split-pipe* tool from Parse to process files from each sub-library. The results from each sublibrary were then combined into one gene expression matrix. The gene expression matrices from 10x and Parse were loaded using the *Seurat* R package [38]. Quality control was conducted on each dataset to remove low-quality and contaminating cells. Outlier cells were excluded based on the distribution of UMIs and the percentage of mitochondrial gene expression. We filtered out the cells with fewer than 500 and over 25,000 UMIs (Figures S1B,C). For 10x, we excluded cells with more than 10% mitochondrial gene expression, while the cutoff was set to 15% for Parse data (Figures S1B,C).

### Doublet detection

The 10x data was demultiplexed based on hashtag read counts using the *HTODemux* function. We used the *scDblFinder* package for the Parse data, which performs computational doublet detection based on gene expression profiles [33]. In summary, *scDblFinder* creates artificial doublet profiles and identifies cells as doublets if their gene expression closely matches the simulated doublets. As the algorithm's results depend on random initialization, we performed ten runs with different random seeds. We then marked a cell as a doublet if it has been called a doublet in more than half of *scDblFinder* runs. This procedure ensures that the number of false-positive doublet calls is reduced.

### Statistical tests

We used the Wilcoxon Rank Sum test to test the differences in the number of UMIs and genes between samples in Fig. 2.

### Clustering and dimensionality reduction

The combined data from each assay (including all samples) were processed using the standard Seurat workflow to investigate the presence of a batch effect. In brief, the data were first normalized using the *SCTransform* method as implemented in the *glmGamPoi* R package [39]. Next, the principal component analysis (PCA), nearest-neighbour graph construction, and UMAP dimensionality reduction were performed on the Pearson residuals. The clusters were identified with the shared nearest neighbour (SNN) modularity procedure implemented in *Seurat*.

To account for the batch effect in Parse data, we performed the data integration workflow as previously described [40]. We first normalized the data for each sample using the *SCTransform* normalization and performed PCA. We then selected 3000 integration features and performed the data integration using the reciprocal PCA procedure. Next, we proceeded with clustering and UMAP analysis as described above. To visualize the gene expression values, we obtained the batch-corrected counts with the *PrepSCTFindMarkers* function.

### Cell type label transfer

To perform cell type label transfer from 10x to Parse data, we used the *CellTypist* Python package as previously described [41]. To this end, we first imported the raw count data and 10x cell type annotations using the *Scanpy* package. Next, we performed a feature selection step by training a classifier model and identifying the top model coefficients for each cell type label. These coefficients correspond to the genes most important for a particular cell subset. Next, we trained a classifier model using the union of the genes identified during the feature selection. Finally, we performed the classification on the Parse data with the majority voting enabled.

### RNA velocity analysis

We used the *scVelo* Python package to perform the RNA velocity analysis on both 10x and Parse data. For 10x, we used the *velocyto* package to obtain the spliced and unspliced matrices from the BAM files [42]. For Parse, the same information was obtained from the *split-pipe* outputs using a script available from Parse Biosciences support website (https://support.parsebiosciences.com). Using the splicing information, we performed the dynamical modelling procedure as previously described.

## Supplementary Information

Additional file 1 : Figure S1. (A) Hashtag demultiplexing results for 10x library, (B) QC for 10x Genomics data. The UMI distribution and mitochondrial expression percentage are shown for each sample. The UMI distribution is shown on a logarithmic scale, with red dashed lines marking QC thresholds: 500 UMIs as the minimum for filtering low RNA content and 25,000 UMIs as the upper limit. The 10% cutoff was used to filter out cells with high mitochondrial expression. (C) QC for Parse WT data. The UMI distribution and mito % are shown for each sample with the same QC thresholds as in panel (B). The UMI distribution is also plotted on a logarithmic scale, and the mito % cutoff is set at 15%. The bar plots in (B) and (C) show the percentage of excluded (red) and retained (green) cells for each library. Figure S2. 10x data (A) clustering, (B) marker gene expression, (C) UMAP with technical metrics overlaid, and (D) top DE genes in each cluster. Figure S3. Parse WT data (A) clustering, (B) marker gene expression, (C) UMAP with technical metrics overlaid, and (D) top DE genes in each cluster after doublet removal and batch effect correction. Figure S4. Cell classifier trained on the 10x library annotated data applied to Parse WT library after doublet removal and batch effect correction. Figure S5. Parse WT data after running SoupX (A) clustering, (B) marker gene expression, (C) UMAP with technical metrics overlaid, and (D) top DE genes in each cluster after doublet removal and batch effect correction. Figure S6. Parse mini data (A) clustering, (B) marker gene expression, (C) UMAP with technical metrics overlaid, and (D) top DE genes in each cluster after doublet removal and batch effect correction. Figure S7. Cell classifier trained on the 10x library annotated data applied to Parse mini library after doublet removal and batch effect correction. Figure S8. Parse mini data after running SoupX (A) clustering, (B) marker gene expression, (C) UMAP with technical metrics overlaid, and (D) top DE genes in each cluster after doublet removal and batch effect correction. Figure S9. Detected RNA splicing in (A) 10x and (C) Parse WT data. RNA velocity vectors and pseudotime in (B) 10x and (D) Parse WT data.

## Data Availability

The datasets supporting the conclusions of this article are available in GEO repository, GSE253406.

How the deposited data were processed for this re-analysis (not part of the article)

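The authors deposited, for each Parse experiment, a table of UMI counts per cell and gene, a table of the cells and a list of the genes. To make the counts, the authors ran split-pipe on each sublibrary with an index made from the mm10 mouse reference of Ensembl, collapsed reads to UMIs, called cells and combined the 9 sublibraries of the Parse WT kit, and likewise the 2 of the Parse Mini kit, into 1 matrix. The counts were deposited without normalization, and the values show no upper limit on UMIs or on mitochondrial UMIs. Hardly any cell lay under 500 UMIs, 0% in 7 of 8 samples and 0.00801% in Parse sample 2, so that a lower limit had been applied before the deposit. The cell tables of the authors give UMI counts and mapped read counts per cell, the tissue sample, the first-round well and the barcode, and the gene lists give the symbol of each gene identifier. A further 7 columns of each cell table were not used here. The split-pipe version, the threshold for calling cells and the Ensembl release are not given in the sources used here.

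The samples listed with the series are sublibraries, so the tissue sample of each cell was taken from the cell table. The Parse WT library held 20 samples. The 4 thymic samples, numbered 1 to 4, were matched to the lobes of the study by the heights of the bars in Fig. 2A, read by eye, and the 16 other samples served as a range and median, in the doublet share of the library and in the comparison of wells between the kits. For the Mini samples the study does not state which of number and letter names the mouse. Since cells could not be given to mice, the planned edgeR test between the Parse WT and Mini experiments was not run, and lobes were not treated as independent animals in its place.

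Gene identifiers were matched to GENCODE M21 on GRCm38, where 52029 of 57010 (91.3%) were found. Mitochondrial genes were the 37 with symbols starting with mt-, and ribosomal protein genes the 104 with symbols starting with Rpl or Rps, without pseudogene symbols. Ribosomal RNA genes were Rn18s-rs5, mt-Rnr1 and mt-Rnr2. Percentages are means over cells of each cell's percentage. CPM of a class or sample used the UMIs outside ribosomal RNA, except for the relation with gene length, which used all UMIs. For equal depth each cell was thinned to 1000 UMIs by a random draw, and cells with fewer were left out.

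Quality control kept cells with 500 to 25,000 UMIs and at most 15% mitochondrial UMIs. Doublets were called within each sample by a procedure written for this work after the methods of scDblFinder, with 10 seeds. Scrublet was tried first and not used, since it marked under 0.5% of the cells. The expected share in the main calls is that of 2 cells with 1 barcode combination, from the filling of the first-round wells, and this choice was made after the data were seen. Calls at the rates the study reports were planned. Without quality control beforehand, the calls were between 0.488% and 3.16% of a Parse sample and between 0.811% and 2.87% of a Mini sample, lower than with it in all but Mini sample 2-A.

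SCTransform, principal components and reciprocal PCA integration were run with Seurat 5.3.0, SeuratObject 5.2.0 and sctransform 0.4.2 in R 4.3.3. The rest used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, lightgbm 4.6.0 and matplotlib 3.10.9. SCTransform was not set to use glmGamPoi, which the study names for this step. With each cell thinned to 1000 UMIs the depth term of SCTransform had nothing to fit.

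Clusters were named from lists of markers fixed before the data were examined. A class needed at least 3 raised markers, each 1.25-fold or more with at least 10 UMIs. A cluster where markers of another listed class led as well was left unnamed. Exceptions were Parse WT cluster 1 and Mini cluster 2, named SP-CD4-like with the DP-S marker Itm2a among their leading genes. The list has no class for neutrophils or other myeloid cells. Tcrg-C1, one of the markers of other CD3+ cells, is not a symbol in the gene lists. The genes named in the text are those the study's results name, with Cd3e and Cd247, the 10 genes with the highest mean percentage in Parse WT, and up to 5 leading genes of a cluster. Figures of the study had been seen when this rule was set. Outside the rule, Lyz2, Runx3, Hmgn5 and similar leading genes of named clusters, the B cell genes Cd79a, Cd79b, Ms4a1, Ighm and Ighd, which are not the whole of the list of such genes that was examined, and genes that differ between wells were named after the data were seen.

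Genes sensitive to the first-round well were first listed from the 16 other samples. Before any test that leaves them out, the list was replaced by the 240 genes whose level differed between wells of the Mini experiment (SD of at least 0.3 on the log2 scale beyond counting noise). The control genes were 1 set of 240 other genes. Each was the nearest in level among those left that matched its well-sensitive gene in being a variable feature or not. The most abundant well-sensitive genes had no gene of like level, so that the control genes held 8.14% of the UMIs and the well-sensitive genes 32.8%.

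The 10x libraries, pathway enrichment, the removal of background RNA, the cell classifier and RNA velocity were not analysed here.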

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

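The comparison of wells between the experiments, the test of B cells in the suspension and the calls with no expected doublet rate were chosen only after the results were seen. Of 75 measures over groups of 4 samples, 5 had a sample far from the others, where chance gives 3.8. Chance flags about 1 in 20 groups. This rate takes the samples as independent, although they are 2 lobes from each of 2 mice. Many of the measures are also linked, such as the class shares of a sample. No condition, dose or age differs between the samples, so no biological explanation was tested except the cell content of a sample.

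In Parse sample 4, 4.23% of the cells were called doublets, against 1.06% to 1.39% in the other samples, a gap of 0.895 of the range. The expected share was set per sample and was highest in sample 4 (6.82%). Barcode collisions in the fuller well of sample 4 do not account for all of it. Its wells D1 and D2 differed by a ratio of 1.14 in called cells, 4.36% (95% exact interval 3.98 to 4.76) and 3.84% (3.23 to 4.53), although 8.22% and 2.70% of collisions were expected. The emptier well was above every well of samples 1 to 3. At an expected rate of 0.31, however, 33.0% of the cells of D1 and 20.4% of those of D2 were called, in the direction of the filling, so that collisions stay open as a part. A candidate explanation that also stays open is the expected share given to the caller for the whole sample, since with no expected rate the shares were 24.3%, 26.6%, 20.4% and 24.8%.

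APC-like cells made up 7.369% of Parse sample 1 and 1.91% to 2.79% of the others, a gap of 0.838 of the range. The excess lay in first-round well C8, where the share was 5.3 times that of well C7 (12.5% against 2.36%). Both wells received cells of 1 suspension, and C7 was within the range of the wells of samples 2 to 4 (1.72% to 3.6%), which argues against more B cells in the suspension of sample 1. Among B cell genes, Cd79a was at 8.71 CPM in sample 1 and at most 2.56 CPM in the other samples, Ms4a1 at 15.1 and 11.1 CPM, Ighd at 14.9 and 7.84 CPM, and Ighm, which 24.0% of cells outside cluster 17 also held, at 109 and 95.3 CPM. Cd79b, at 6.55 and 6.53 CPM, did not differ. A candidate explanation is that cells of another sample entered well C8. It was not tested which sample they came from. Without C8 the mean APC-like share was 2.33% ± 0.365 (SD, n = 4 samples), and without sample 1 it was 2.31%, against 3.58% with all cells.

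SP-CD4-like cells made up 9.969% of Mini sample 1-B and 11.1% to 11.3% of the other Mini samples, a gap of 0.846 of the range. No explanation of it was tested, and the class itself depends on the clustering, with a mean of 3.602% at a resolution of 1.2.

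After integration, same-sample neighbours in Mini sample 2-B were 1.02 times as frequent (1.021) as under mixing, and 1.36 to 1.42 times in the other Mini samples, a gap of 0.84 of the range. No explanation of it was tested.

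At 1000 UMIs per cell, the median number of genes was 626 in Parse sample 1 and 537 to 541 in the other samples, a gap of 0.955 of the range. Genes sensitive to the first-round well took 20.9% of the UMIs of sample 1 and 33.9% to 35.1% of those of samples 2 to 4. With 1000 UMIs drawn from the other genes only, cells with fewer left out (521, 3012, 2438 and 2192 cells), the medians were 726, 739, 741 and 748. Sample 1, the highest before, was then the lowest, with a gap of 0.591 of the range. This is consistent with a few genes taking fewer of the UMIs of sample 1, as they set the number of genes seen at a given depth.

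The first-round wells, on which the paper does not report, differed in single genes. Wells A1 to A12 hold other samples of the Parse WT library and the 4 thymic samples of the Mini library, 3 wells to a sample in each kit. Over 5006 genes, the deviations of the wells from their sample correlated between the kits with a median of 0.574, against at most 0.398 in 100 shuffles of wells within samples, and the correlation was positive for 91.2% of the genes. Cdk8 took 18.5% of the UMIs in well A6 of Parse WT and 4.42% in well A6 of Mini, and Lars2 9.66% and 3.88% in well A5. The suspensions differed between the kits, so that a candidate explanation is the well position itself, through its barcodes or primers. Single genes were also called, by an SD of at least 0.5 on the log2 scale in both kits and a correlation of at least 0.8. This gave 11 genes, against at most 6 in the shuffles. In a simulation of calls for single genes, 182 of 200 genes given well effects were found, and 0 others. The simulation does not bear on the median correlation.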

How the results depend on the processing

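Of the alternatives reported here, the calls with no expected doublet rate, the class shares without cells called doublets at the study's rates, the neighbour shares without well-sensitive or control genes and the shares without well C8 were chosen only after the results were seen. The others were set before the data were examined. Of 209 values recomputed with another processing choice, 126 stayed, which for most of the 56 results means within 1 SD of the samples, 82 moved and 1 reversed. Leaving out 1 of 4 samples cannot move a mean by as much as 1 SD, so these values are given as ranges only. Of the moved values, 21 concern single genes or single pairs of samples.

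With each sample left out in turn, cells per sample lay between 8920.3 and 12553, median UMIs between 3371.7 and 3717, median genes between 1444.7 and 1549, and cells passing quality control between 94.05% and 94.553%. Mitochondrial, ribosomal protein and lncRNA percentages lay between 5.3638% and 5.8489%, 0.50901% and 0.5987%, and 3.845% and 4.0631%. Called doublets lay between 1.1833% and 2.24% in Parse WT and 1.8523% and 2.2083% in Mini. Without sample 4 the WT share was 1.18%, against 1.95%. The share of same-sample neighbours before integration rose to between 73.739% and 80.244%, as mixing of 3 samples gives 33.3%. Shares of cells with a Cd3d UMI lay between 25.343% and 27.265% in Parse WT and 23.532% and 24.61% in Mini.

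Settings that change what is counted moved values by construction. Without ribosomal RNA genes median UMIs were 2811.5. With them out of the denominator the ribosomal protein percentage was 0.72581% and the lncRNA percentage 5.1045%. Without Malat1 the lncRNA percentage was 2.5946%, and without mt-Rnr1 and mt-Rnr2 the mitochondrial percentage was 0.20833% and that of the highest cluster 0.3079%. A mitochondrial limit of 10% passed 91.946% of cells and no upper UMI limit 99.87%. At 1000 UMIs per cell the median number of genes was 561.0, and the shares of cells with a UMI were 7.0947% for Cd3d and 14.636% for Cd3g in Parse WT, and 7.5683% and 16.697% in Mini. Over all barcodes they were 29.928% and 46.566% in Parse WT, and 27.08% for Cd3d in Mini. Depth thus limits these shares.

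The expected rate decided the doublet calls, with 29.945% at 0.31 and 24.003% at no rate in Parse WT, and 19.77% at 0.21 and 23.823% at no rate in Mini.

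Before integration the share of same-sample neighbours was 44.979% with 10 principal components, 54.254% with log counts, 43.246% without the well-sensitive genes and 61.666% without control genes, all above the 25.0% of mixing. Thinning to 1000 UMIs left the depth term of SCTransform nothing to fit. The mean percentage of shared HVGs over the 6 pairs, 52.1% at first, was 49.958% with 2000 HVGs, 29.906% by dispersion of log counts, 47.8% with equal cells and 53.978% at equal depth, and the cause was not tested. The difference of pairs with sample 1 from the others reversed to 2.0444 points with equal cells and was -4.5333 points at equal depth.

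Class shares depended on the clusters, and the cause was not tested. In Parse WT, without cells called doublets at the study's rate, they were 45.968% for DP-R, 11.979% for SP-CD4, 2.0588% for SP-CD8 and 4.4128% for unnamed cells. A resolution of 0.4 gave 12.537% DP-S, 0% SP-CD4, 0% SP-CD8 and 18.429% unnamed cells, and a resolution of 1.2 gave 12.647% DP-S, 9.9995% SP-CD4 and 3.3796% unnamed cells. With called doublets kept, DP-S was 3.2388%, SP-CD4 11.497%, SP-CD8 6.9197% and unnamed 11.439%. Clusters of the uncorrected data gave 11.225%, 8.4925%, 5.632% and 7.1634% for these classes. Without well C8 of sample 1 the APC-like share was 2.326%. In Mini, without cells called at the study's rate, DN was 2.1905%, DP-R 53.395% and SP-CD4 9.7982%. A resolution of 0.4 gave 9.2148% DP-S and 3.4022% other CD3+ cells. A resolution of 1.2 gave 9.3515% DP-S, 3.6021% SP-CD4, 2.2882% SP-CD8, 3.1727% DP-A and 10.411% unnamed cells. With called doublets kept, DP-S was 10.403%, SP-CD4 2.8643% and unnamed 13.989%.

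No paired analysis was possible because the mouse of each lobe is known only from bar heights in Parse WT and is ambiguous in Mini. For the same reason the planned test between the experiments, and its alternatives, were not run.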

Differences from the paper's values

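Calls with no expected doublet rate, and the share of barcode collisions as the expected rate of the main doublet calls, were chosen only after the data were seen. The other settings were set before the data were examined.

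The paper reports 31% doublets in the Parse WT library of 20 samples, where 1.68% (1.684) of the cells were called here, and the paper's 21% in the Mini library stand beside 2.01% (2.008). With the paper's own rates given as the expected rate, 0.31 and 0.21, the shares were 28.5% and 19.7% and came within range of the paper's. They are not independent of them, since each run calls about the rate it expects. With no expected rate, chosen after the values were seen, 22.7% and 23.8% were called, which also fall within 1.5 times the paper's values.

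For shared HVGs, the paper shows about 2500 in Fig. 3D, read by eye, for samples 2 and 3, 2 and 4, and 3 and 4, where 1496, 1652 and 1571 of 3000 were shared here. At equal depth the counts were 1635, 1729 and 1698, of which the last 2 fall within 1.5 times. With 2000 HVGs (964, 1078 and 989), by dispersion of log counts (910, 894 and 927) and with equal cells (1340, 1438 and 1432) none did. The study used glmGamPoi in SCTransform and the runs here were not set to, and whether this changes the counts was not tested.

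The paper gives 42299 mean reads per cell for Parse, and the deposited column of mapped reads gave 21804 over the library. These are different measures, since the column counts mapped reads only.

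The paper finds fewer shared HVGs in parse_A_1, which is sample 1 if the order of Fig. 2A holds. Here sample 3 was lowest with 50.1%, and sample 1 had 51.8%. Sample 1 was lowest at equal depth, where its pairs shared 51.7% against 56.2% in the others, and by dispersion of log counts, with 29.47% against 30.34%. With 2000 HVGs its pairs shared 49.4% against 50.5%, and sample 3 was lowest. With equal cells pairs with sample 1 shared more, 48.8% against 46.8%.

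The paper describes Cd3d as not detectable in any cluster of the Parse data. It displays expression as batch-corrected counts, a different measure from the share of cells with a raw UMI. Here 11.6% to 49.4% of the cells of a cluster held a UMI of Cd3d. The lowest share was that of an APC-like cluster, which gives the background. The highest was that of the cluster with the most UMIs per cell. At 1000 UMIs per cell, 7.33% of thymocytes and 4.47% of APC-like cells held one. Cd3d was the lowest of the 4 genes Cd3d, Cd3g, Cd3e and Cd247. From its clusters, the paper could not name other CD3+ cells in either Parse experiment, nor APC in Mini, and it named APC in Parse WT. Its classifier, trained on the 10x data, did find other CD3+ cells in both and APC in Mini. Here, from clusters alone, 1 cluster in each experiment met the rule for other CD3+ cells and 2 clusters in Mini, beside 3 in Parse WT, that for APC-like cells, none of them by Cd3 genes. The paper could not separate SP-CD8 cells in the Mini data. Here cluster 13 held more cells with Cd8a alone (32.8%) than with Cd4 alone (7.88%). Both genes were found in 28.45% of APC-like cells of Mini and in 39.6% of the cells of cluster 13. The ratio of the shares with Cd4 and with Cd8a, 0.569 to 1.02 over the samples, overlapped that of DP-P-like cells (0.888 to 1.15), and 5 DP-P markers were raised in the cluster, with Mki67 at 840 CPM. The rule used markers beyond Cd4 and Cd8a, and at a resolution of 1.2 the SP-CD4-like share was 3.602%.

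The paper finds no DP-A cells in the Parse data, and no cluster was named so here at any setting in Parse WT. The rule itself made this name harder to reach, since the markers mt-Co3 and mt-Atp6 held 4 and 8 UMIs in all cells and could not count, which left 3 markers of which all had to be raised. In Mini, a cluster with 3.17% of the cells was named DP-A-like at a resolution of 1.2.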

Other observations

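The tests of median UMIs between wells, of cells above 25,000 UMIs, of shared mitochondrial sequence and of mitochondrial mRNAs in Mini were chosen only after the results were seen. The design gives no condition that differs between samples, so no biological explanation was tested.

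The separation of the Parse samples before integration was tested for wells, well-sensitive genes and depth. In all 8 wells, cells of the own well were at least 1.23 times (1.232) as frequent among same-sample neighbours as under mixing. Leaving out the 240 well-sensitive genes lowered the same-sample share by 28.59 points, from 71.8%, and leaving out as many control genes by 10.17 points. Only 34 of the well-sensitive genes were among the 3000 variable features, and the control genes were chosen to match them in this. The fall was larger for well-sensitive genes in 3 of 4 samples, and in sample 3 it was 15.6 against 19.1 points. Without the well-sensitive genes 38.96% of the excess over mixing remained. The part of these genes cannot be told apart from that of abundant genes, since they held 32.8% of the UMIs and the control genes, a single set, 8.14%. From the neighbours of the own well, a candidate explanation for part of the separation is the well. The share of 72.38% with each cell thinned to 1000 UMIs argues against a difference in depth as the cause.

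Median UMIs differed by a ratio of up to 1.318 between wells of 1 sample and 1.321 between samples. The other ratios between wells of 1 sample were 1.006, 1.054 and 1.181. Differences between samples and between wells cannot be told apart here, since each sample lay in wells of its own and a spread between single samples is set against one between wells. In the 16 other samples the ratio between wells ran from 1.03 to 1.48, and in the Mini samples from 1.27 to 1.51.

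Cells above 25,000 UMIs made up 5.6125% of a Parse sample, and 4.09% of barcodes were expected to hold 2 cells. Barcode collisions do not account for all of the cells above the limit in Parse WT. They exceeded the expected share in 7 of 8 wells. In sample 4, with the most unequal wells, their share was 5.143% in the fuller and 7.805% in the emptier well. In Mini, collisions as the origin cannot be told apart from other origins. Cells above the limit made up 3.7352% of a sample and 5.01% of barcodes were expected to hold 2 cells. The expected share was exceeded in 2 of 12 wells, and the wells of a sample were too equally full, at a ratio of at most 1.09 in cells, to decide.

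Of 13 protein-coding mitochondrial genes, 5 shared at least 90% of their 50-base words with another annotated gene, and these held at most 22 UMIs in the library. Of the 8 others, mt-Atp8 held 2 UMIs and the next lowest, mt-Nd6, 23478. Reads shared with nuclear copies may be left uncounted. The copies of mt-Co2, mt-Co3 and mt-Atp6 held 53, 28 and 29 UMIs. For mt-Atp8, which shared 0% of its words with another annotated gene, shared reads cannot be told apart from other origins of its low count, since sequence outside annotated genes was not searched. The lack of counts of mt-Co3 and mt-Atp6, which are DP-A markers, does not account for the lack of a cluster with high mitochondrial expression in Parse WT. Of 7 counted mitochondrial mRNAs, none was above 1.454 times its median cluster in any cluster of at least 100 cells. In Mini this cannot be told apart. The unnamed cluster 12, with 3 raised DP-A markers, was highest for mt-Nd6 (2.426 times the median cluster), mt-Nd4 (1.788), mt-Co1 and mt-Cytb (1.348 each), but the DP-P-like cluster 10 for mt-Nd5 (1.725), mt-Nd2 (1.688) and mt-Nd1 (1.653), and mt-Nd6 also differed between wells.

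For the low share of cells with a Cd3d UMI, the values argue against low depth as the whole cause. Cd3d was at 90.26 CPM in the same cells as Cd3e at 267 and Cd247 at 1586 CPM, although the share rises with depth. Across the 44 T cell genes, log CPM rose with gene length at r = 0.629, and at 0.628 in Mini, and over 11413 protein-coding genes at 0.290. All 9 other listed genes under 6000 bases were above Cd3d, at 96.1 to 602 CPM of all UMIs against 69.19, while 6 listed genes of 7812 to 13617 bases were below it, at 4.436 to 64.98 CPM. These lengths are genomic, and with exonic length r was 0.65 in Parse WT. Among listed genes with less exonic sequence than Cd3d, Cd2, Ptcra and Cd52 were below it in Parse WT. Arhgdib, Cd8b1, Tmsb4x, Trac, Trbc1 and Trbc2 were above it. A lower yield of short genes cannot be told apart from a low level of Cd3d in the cells, which was not measured otherwise. The values also argue against background RNA as the whole source of the Cd3d UMIs of thymocytes. At 1000 UMIs, 4.47% of APC-like cells and 7.33% of thymocytes of Parse WT held one. APC-like cells were lower in 4 of 4 samples of each kit. Their interval lay below that of thymocytes in Parse sample 1 (0.379 to 5.25 against 5.95 to 7.7) and in sample 4 (1.63 to 6.1 against 6.82 to 7.77). In samples 2 (4.37 to 11.0) and 3 (2.07 to 9.11) it overlapped that of thymocytes. The share of APC-like cells with a Cd3d UMI was lowest in sample 1 (1.83%), which may hold APC-like cells of another sample.

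In Mini, the DP-P-like cluster 16, led by Peak1 and Rpph1, held 0% of the cells of samples 1-A and 1-B and 4.10% and 2.39% of samples 2-A and 2-B. The DP-R-like cluster 3, also led by Peak1 and Rpph1, held 1.98%, 1.79%, 16.9% and 10.1% of samples 1-A, 1-B, 2-A and 2-B. Both genes, and H1f1, a further leading gene of cluster 16, are among the genes that differed most between first-round wells.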
